# Genome-wide mapping of Hif-1α binding sites in zebrafish

**DOI:** 10.1186/s12864-015-2169-x

**Published:** 2015-11-11

**Authors:** David Greenald, Justin Jeyakani, Bernd Pelster, Ian Sealy, Sinnakaruppan Mathavan, Fredericus J. van Eeden

**Keywords:** Hypoxia, ChIP-seq, zebrafish, von Hippel-Lindau, Microarray, Hypoxia Response Element, Hif-1α

## Abstract

**Background:**

Hypoxia Inducible Factor (HIF) regulates a cascade of transcriptional events in response to decreased oxygenation, acting from the cellular to the physiological level. This response is evolutionarily conserved, allowing the use of zebrafish (D*anio rerio)* as a model for studying the hypoxic response. Activation of the hypoxic response can be achieved in zebrafish by homozygous null mutation of the von Hippel-Lindau (*vhl*) tumour suppressor gene. Previous work from our lab has focused on the phenotypic characterisation of this mutant, establishing the links between *vhl* mutation, the hypoxic response and cancer. To further develop fish as a model for studying hypoxic signalling, we examine the transcriptional profile of the *vhl* mutant with respect to Hif-1α. As our approach uses embryos consisting of many cell types, it has the potential to uncover additional HIF regulated genes that have escaped detection in analogous mammalian cell culture studies.

**Results:**

We performed high-density oligonucleotide microarray analysis of the gene expression changes in von Hippel-Lindau mutant zebrafish, which identified up-regulation of well-known hypoxia response genes and down-regulation of genes primarily involved in lipid processing. To identify the dependency of these transcriptional changes on HIF, we undertook Chromatin Immunoprecipitation linked next generation sequencing (ChIP-seq) for the transcription factor Hypoxia Inducible Factor 1α (HIF-1α). We identified HIF-1α binding sites across the genome, with binding sites showing enrichment for an RCGTG motif, showing conservation with the mammalian hypoxia response element.

**Conclusions:**

Transcriptome analysis of *vhl* mutant embryos detected activation of key hypoxia response genes seen in human cell models of hypoxia, but also suppression of many genes primarily involved in lipid processing. ChIP-seq analysis of Hif-1α binding sites unveiled an unprecedented number of loci, with a high proportion containing a canonical hypoxia response element. Whether these sites are functional remains unknown, nevertheless their frequent location near transcriptional start sites suggests functionality, and will allow for investigation into the potential hypoxic regulation of genes in their vicinity. We expect that our data will be an excellent starting point for analysis of both fish and mammalian gene regulation by HIF.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-2169-x) contains supplementary material, which is available to authorized users.

## Background

Most multicellular life is heavily dependent on oxygen for survival. Multicellular organisms inhabit environments that have changing oxygen availability, and show conserved mechanisms to cope with extremes of oxygen availability which can occur both in their environment and within their tissues [1]. This high level of conservation means that non-mammalian model organisms can be employed to study the regulation of the hypoxic response. Furthermore, studies in fish might also provide the basis to understand how such responses are modified in aquatic environments, where oxygen availability can widely vary [2].

Hypoxia Inducible Factor (HIF) is central to the response to the lack of oxygen in the environment [3]. In order to maintain homeostasis; cells, tissues and organisms adapt to first cope with the lack of oxygen and then act to redress the underlying cause [3]. In order to reduce oxygen consumption, the HIF transcription factor orchestrates a metabolic shift from aerobic metabolism to glycolysis. It leads to: 1) Alteration in the composition of the electron transport chain [4]. 2) Induction of pyruvate dehydrogenase kinase switching metabolism away from oxidative phosphorylation [5, 6]. 3) Up-regulation of glycolytic genes [7, 8]. 4) Regulation of mitochondrial turnover [9, 10]. The HIF pathway also increases glucose trafficking into the cell by up-regulation of the glucose transporter *GLUT1* [11]. To counteract hypoxia, HIF stimulates erythrocyte production through up-regulation of *EPO* and a host of iron absorption related genes [12–16], and by increasing angiogenesis through increased production of angiogenic factors, like VEGF [17–20]. More recently, HIF has been implicated in lipid processing, mice carrying a hepatic knockout of *Vhl* develop severe hepatic steatosis with impaired fatty acid oxidation, decreased lipogenic gene expression, and increased lipid storage capacity [21]. Activation of the HIF pathway is implicated in tumour development and growth, as the interior of most solid tumours is hypoxic. Furthermore loss-of-heterozygosity of *VHL* leads to activation of HIFs, which is essential for VHL-driven tumorigenesis [22–24].

The HIF transcription factor is a basic-helix-loop-helix heterodimer consisting of an αand β subunit [25, 26]. The expression of HIF-α is regulated by the Prolyl-Hydroxylase Domain containing enzymes (PHD 1–3), which act to hydroxylate HIF-α under conditions of plentiful oxygen, leading to its recognition by von Hippel Lindau (pVHL) and subsequent proteosomal degradation [27–31]. Thus under conditions of normoxia, HIF-α is continually degraded. Under hypoxic conditions or, for instance, after mutation of VHL, the breakdown of HIF-α is inhibited. This leads to its translocation into the nucleus to bind HIF-β, creating the HIF dimer. This dimer is then capable of binding to Hypoxia Response Elements (HRE) within the genome which leads to transcriptional activation of target genes [12, 32]. HRE’s are characterised by a RCGTG binding motif, functional motifs are often found in the promoters of hypoxia response genes but have also been seen to act distally [33]. Previous work from the Ratcliffe and Mole labs have used the MCF-7 breast cancer cell line, stimulated using the hydroxylase inhibitor dimethyloxalylglycine (DMOG) or ≤1 % oxygen for 16 h in order activate the HIF response. These screens identified binding sites for both HIF-1α and HIF-2α binding sites using ChIP-chip [34] and ChIP-seq [33]. Both studies identify the canonical HRE, with Mole et al., finding 546 HIF-1α binding sites (putatively linked to 394 loci, 20.8 % of which are up-regulated FC ≥ 4, 15.6 % down-regulated) and 143 HIF-2α binding sites (134 loci, 32.8 % up-regulated FC ≥ 4, 1.5 % down-regulated). Similarly, the Schödel study found 400 HIF-1α binding sites (356 loci) and 425 HIF-2α binding sites (357 loci) [33]. Additionally, Gene Set Enrichment Analysis found strong correlation between HIF binding sites and up-regulation of genes, whilst there was no correlation between down-regulated genes [33]. Contrary to the situation humans, in zebrafish, few functional HREs have been defined. The HREs which likely control *erythropoietin, igfbp1a* and *period1b* expression in zebrafish have been identified, showing an identical motif to human [35–37]. The HREs for four Hif-2α specific genes, *birc5a/b* and *leg1a/b* have been identified [38, 39]. Thus, in order to further develop the zebrafish as a model for research into hypoxic signalling, there is scope for systematic identification HIF binding sites.

Heterozygous mutation of *VHL* in humans predisposes affected individuals to the development of highly vascularised tumours and cysts upon loss of heterozygosity of the remaining *VHL* allele, this is known as VHL disease [40]. In order to study this disease further, the *vhl* mutant zebrafish line was created. Homozygous mutants display a systemic hypoxic response that occurs once the remaining maternal *vhl m*RNA is depleted [41]. The earliest activation of the Hif pathway can be seen by 24 h post fertilisation (hpf) with up-regulation of *phd3 (egln3), ndufa4* and *ldha1a* detectable by *in situ* hybridisation [42]. Activation of the hypoxic response manifests itself in increased *vegf* receptor-dependent increases in neovascularisation [42]. In addition, *vhl* mutants exhibit strong increases in both red and white blood cell lineages, reminiscent of Chuvash polycythemia. This is a human disease caused by particular *VHL* mutations [42, 43]. Zebrafish *vhl* mutants display pronephric abnormalities from soon after the nascent kidney becomes functional., Interestingly, the cells of the pronephros display a phenotype reminiscent of the clear cell phenotype seen in clear cell Renal Cell Carcinoma (ccRCC), a disease caused by loss of heterozygosity of *VHL,* but do not develop tumours or cysts [42, 44, 45]. We chose the *vhl* mutant line as a model for hypoxia as we believed that genetic inactivation of *vhl* offered a stronger and more stable activation of the Hif pathway than pharmacological activation or physical hypoxia, whilst avoiding complications due to developmental retardation and other abnormalities resulting secondarily from severe hypoxia.

Here we report analysis of the gene expression changes in *vhl* mutant embryos, finding differential regulation of both key hypoxia response genes and genes not commonly associated with mutation of *vhl*. We report analysis of the Hif-1α binding sites within both *vhl* mutant and wild-type samples, finding a greater number binding sites than expected from mammalian studies [39, 40], and identify a HRE motif in zebrafish.

## Results

### Identification of genes differentially expressed in *vhl* mutant zebrafish

*Vhl* mutant zebrafish has been previously shown to exhibit a systemic hypoxic response with increased levels of Hif-1α seen in *vhl* deficient tumours [41, 42, 46]. Here we perform one-colour microarray analysis using an Agilent platform to determine the changes in gene expression caused by homozygous mutation of *vhl* at 4dpf. We chose to perform experiments at 4dpf because the phenotype of *vhl* mutants is clearly developed by 4dpf but embryos still appear healthy, without oedema. Therefore, using this time point may reduce the number of gene expression changes associated with secondary complications when compared to a later stage of development. For both wild-type and *vhl* mutant conditions, three biological replicates were created, with each replicate consisting of material from 30 embryos. *Vhl* samples were compared against wild-type samples using limma analysis for single channel microarray data utilising background correction and quantile data normalisation [47–50]. A *p*-value of ≤0.01 was used as a cut-off for significance and entities with a fold-change of greater or equal to two were considered to be differentially regulated. This produced a probeset of 1409 differentially regulated entities, of these, 1022 had unique Unigene ID’s, which corresponded to 737 genes with unique Unigene description. Of these genes, 295 were up-regulated and 442 were down-regulated (Additional file 1). The complete list of expressed entities can be found in Additional file 2.

The transcriptional response to hypoxia has been well studied in mammalian cells and zebrafish have been used as a model to study this pathway [33, 41, 42, 46, 51, 52]. In our microarray we detected significant up-regulation of an array of hypoxia response genes in *vhl* mutants. We detect increased expression of genes that regulate the HIF pathway itself, such as Egl nine homolog 3 *(C. elegans*) (*egln3 (*aka *phd3)*) which our lab has utilised as a live hypoxia reporter [46]. Similarly, we see an increase in classical hypoxia response genes such as, the key regulator of angiogenesis Vascular endothelial growth factor Ab (*vegfab*) [53]. A number of glycolytic genes were also significantly up-regulated; 6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 3 (*pfkfb3*) [8], and Lactate dehydrogenase A4 (*ldha*) [7]. Additionally, a number of genes relating to processing of the extracellular matrix were up-regulated, including; Procollagen-lysine 1, 2-oxoglutarate 5-dioxygenase 1a (*plod1a*) [54] and Procollagen-proline, 2-oxoglutarate 4-dioxygenase (proline 4-hydroxylase), alpha polypeptide 2 (*p4ha2*) [55]. Interestingly, we see a large number of down-regulated genes. Such transcriptional repression is not commonly associated with activation of the HIF response in cellular models [33].

These gene expression changes in *vhl* mutants highlighted above were reflected in the results of Gene Ontology (GO) Term based analysis performed using Database for Annotation, Visualization and Integrated Discovery (DAVID) [56, 57]. The complete entity lists of differentially regulated genes in *vhl* mutants (found in Additional file 1) were uploaded to DAVID using Unigene ID as the identifier and analysed on the basis of the Biological Processes that they are involved in. Enrichment of biological processes for up-regulated transcripts found key terms associated with the hypoxic response such as; “oxygen transport”, “glycolysis” and “hemopoiesis”, strongly implicating activation of the HIF-pathway [2, 3]. Down-regulated transcripts were enriched in a number of Biological Processes associated with lipid processing such as; “lipid biosynthetic process” and “fatty acid metabolic process”. The complete list of enriched biological processes for both up- and down-regulated transcripts can be found in Additional file 3.

In order to validate of our microarray results, quantification of fold-changes by quantitative polymerase chain reaction (q-PCR) was performed using the Pfaffl method [58] and the correlation between these and the microarray fold changes was assessed using Spearman’s Rho. q-PCR was performed for 24 up-regulated genes with normalisation against the reference genes *18 s* and *wnt5a*, both of which have been used previously as reference genes for quantification of mRNA in zebrafish [59, 60]. Correlation was significant between the fold-changes detected by microarray and by q-PCR analysis regardless of which reference gene was used for the qPCR analysis (18 s: ρ = 0.7496, *p* < 0.001, *n* = 24; wnt5a: ρ = 0.7567, *p* < 0.001, *n* = 24), an observation that is in line with results from other studies [61].

### ChIP-qPCR experiments show specific enrichment for the *epo*-HRE in *vhl* mutants

The HIF binding consensus sequence, the Hypoxia Response Element, has been widely studied in mammalian cells; from its initial identification due to its association with transcriptional activation of erythropoietin, to extensive ChIP-sequencing of cells exposed to hypoxic conditions [12, 33]. In fish, a functional HRE that influences the expression of erythropoietin has been identified, with the consensus sequence being identical to that found in mammals (ACGTGCTG) [35]. We tested several custom-made/commercial Hif-1α antibodies for their suitability for ChIP. The first step was to demonstrate that the Hif-1α antibody was able to specifically bind to the epo-HRE. This was achieved by performing ChIP followed by q-PCR for the region surrounding the previously identified HRE [35]. The DNA for this was isolated from a group of 2400 wild-type larvae pooled into a single sample and 2400 *vhl* mutant larvae pooled into a separate sample, this DNA was later used for the ChIP-seq experiments. Enrichment was measured using a variation on the Pfaffl method [58], where the CT value for both the ChIP and the input control are calculated for the region of interest and additionally for a distal control region. We would expect that in *vhl* mutants, there would be greater enrichment for the region directly over the HRE than for regions that are both up- and down-stream to it, whereas the enrichment would not be seen in wild-type ChIP material. Only one antiserum gave a positive result (Fig. 1): a polyclonal fish-specific Hif-1α antibody used previously to identify Hif-1α in hypoxia-treated zebrafish [62] This serum also gives good signals in western blots of larval zebrafish [46]. Therefore, this antiserum was used for the ChIP-seq experiments.

**Fig. 1:**
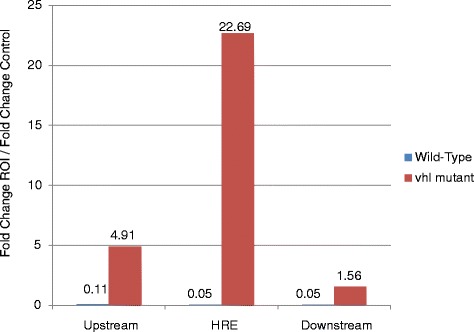
*vhl* mutants shows specific enrichment for the *epo-*HRE. Graph showing the result of a ChIP-qPCR experiment. In *vhl* mutants HIF is stabilised and is expected to bind to HREs. Strong enrichment (22-fold) for the region spanning the *epo-*HRE is seen in *vhl* mutants, whereas the wild-type HRE, and flanking regions both up- and down-stream of the HRE are much less enriched. A control region ~2Kb distally was used for comparison. Details for the sequences and relative positions of primers as well as the fold change calculation can be found in the Additional file 14 and the Methods section

### Identification of Hif-1α binding sites in the zebrafish genome

As few Hif-1α binding sites have been identified in zebrafish and ChIP-sequencing has emerged as an appropriate technology for genome-wide DNA binding site analysis in zebrafish, we decided to sequence the ChIP material isolated from both wild-type and *vhl* mutants using one biological replicate of 2400 embryos for each. 

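Embryos were collected at 4 days post fertilisation, and for each genotype a ChIP library and an input library, made from chromatin that had not been immunoprecipitated, were sequenced as single reads of 35 bp. *vhl* mutants lack functional pVHL, the protein that marks HIF for degradation, so Hif-1α is stabilised in them. The authors aligned the reads to the Zv9 (danRer7) assembly and deposited 1 list of peaks per genotype, each called on the ChIP library against the input library of the same genotype. The wild-type ChIP library held 16780814 uniquely mapped reads and the wild-type input 19400899. The *vhl* ChIP library held 33429235 and the *vhl* input 13834669. The peak caller kept no more than 1 read, or tag, at each position of the genome. This left 7554444 tags (45.0%) of the wild-type ChIP, 9102419 (46.9%) of the wild-type input, 16145214 (48.3%) of the *vhl* ChIP and 8584659 (62.1%) of the *vhl* input. The *vhl* ChIP therefore entered peak calling with 2.14 times as many tags as the wild-type ChIP, while the wild-type input was larger than the wild-type ChIP. In each comparison the larger library was scaled towards the smaller. The caller modelled a fragment length d of 34 bp for wild-type, shorter than the reads, and of 110 bp for *vhl*.
For each peak the lists give the position, the summit, the number of tags, a score (minus 10 times the log10 of the p-value), the fold enrichment over the local background and a false discovery rate (FDR) in percent, which is estimated by exchanging ChIP and input. These are the authors' values, and they were used here to describe, rank and filter the peaks within each list. Coordinates are those of Zv9, counted from 1. A wild-type peak was taken to overlap a *vhl* peak when they shared at least 1 bp. The overlap was compared with 10000 random placements of the wild-type peaks, each on its own chromosome between the outermost peaks of either list. Shares are given with 95% Wilson confidence intervals, which cover counting error only. With 1 library of each kind per genotype there is no replicate error, so every test describes these libraries and not the spread between batches of embryos.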

ChIP material was prepared for library submission using the Tru-Seq low input library preparation kit, (despite the use of large numbers of embryos only a relatively small amount of ChIP material could be isolated) and then sequenced using the Illumina platform. 

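At the authors' threshold the wild-type scores lay close to the limit of 50. Their median was 58.0 and the highest was 1109.6, whereas the median *vhl* score was 95.4 and 8 *vhl* peaks shared the highest score of 3100. The fold enrichment ran from 3.42 to 77.2 in wild-type, with a median of 17.7, and from 8.71 to 317 in *vhl*, with a median of 27.3. The median FDR was 48.9% in the wild-type list and 0.31% in the *vhl* list. An FDR of 5% or less was given to 46 of the 1280 wild-type peaks (3.59%, interval 2.71 to 4.76%) and to 3990 of the 5177 *vhl* peaks (77.1%, interval 75.9 to 78.2%). Because the 2 lists come from different pairs of libraries, scores and FDR values rank peaks within a list and are not on a common scale.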

The sequencing data was analysed using Model-based analysis of ChIP-Seq (MACS) (version 1.4.2 20120305) which was able to call the number of peaks enriched in the ChIP material for *vhl* and wild-type with a *p*-value of ≤ 1x10^−5^ (corresponding to a score of >50 in MACS). 

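The peaks of both lists lay on chromosomes 1 to 25, and on each of these the *vhl* list held more peaks than the wild-type list. The ratio of *vhl* to wild-type peaks was 4.04 over the genome. It was lowest on chromosome 9 (169 against 64 peaks, a ratio of 2.64) and highest on chromosome 22 (174 against 22 peaks, a ratio of 7.91). The threshold that moved this ratio most was an FDR of 5% or less, which left 3990 *vhl* and 46 wild-type peaks, a ratio of 86.7. In wild-type, the peaks with the highest scores lay on chromosome 25 from 26372817 to 26373307 (score 1109.6, fold enrichment 77.2), on chromosome 17 from 9776705 to 9777903 (score 924), on chromosome 21 from 41537282 to 41537700 (score 773), on chromosome 13 from 3586268 to 3586563 (score 743) and on chromosome 11 from 35409670 to 35410028 (score 738). All but the peak on chromosome 17 overlapped a *vhl* peak. Among the *vhl* peaks with the score of 3100, the largest fold enrichments were 317 on chromosome 20 (231927 to 233046), 301 on chromosome 17 (19995847 to 19997631), 206 on chromosome 25 (25756573 to 25758453), 204 on chromosome 7 (23990654 to 23991800) and 197 on chromosome 4 (21454676 to 21456051). Of these 5, the peaks on chromosomes 20 and 25 overlapped a wild-type peak.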

In total, there were 1280 peaks for wild-type and 5177 peaks for *vhl* with a *p*-value of ≤10^−5^. 

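In the deposited lists, 161 of the 1280 wild-type peaks (12.6%, interval 10.9 to 14.5%) shared at least 1 bp with a *vhl* peak. All 161 also had at least 50% of their length and their summit inside a *vhl* peak, and 156 lay wholly inside one. The median distance between the summits of overlapping peaks was 29 bp. Randomly placed wild-type peaks overlapped a *vhl* peak 3.55 times on average and at most 14 times, so the observed overlap was 45.3 times that of random placement (permutation test by random placement, p = 1e-04, one-sided, the smallest p that 10000 placements can give). The strictest rule tried, windows of 50 bp to each side of the summits that share at least 50%, gave 104 peaks (8.13%).
The overlap differed with the score of the wild-type peak. The wild-type peaks were ordered by score and divided into 10 groups of 128. In the group with the highest scores, 98 overlapped a *vhl* peak (76.6%, interval 68.5 to 83.1%), against 21 of 128 in the second group (16.4%) and from 3 to 8 of 128 in each of the others. The median score was 108 for wild-type peaks that overlapped a *vhl* peak and 57.3 for those that did not (two-sided permutation test, p = 1e-05, the smallest p that 100000 permutations can give). With an FDR of 5% or less, 44 of 46 wild-type peaks overlapped a *vhl* peak (95.7%, interval 85.5 to 98.8%). With a higher FDR, 117 of 1234 did (9.48%, interval 7.97 to 11.2%), against 3.42 on average for random placements of those peaks (the same permutation test, p = 1e-04, again the smallest possible).

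**Figure D1:**
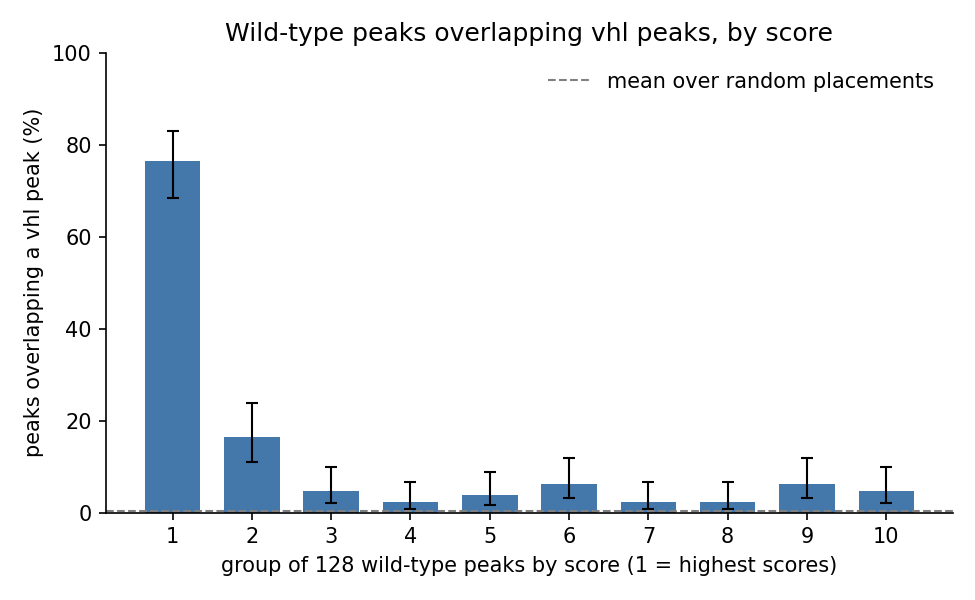
Share of wild-type peaks that overlap a vhl peak, in 10 groups of 128 peaks ordered by MACS score from the highest (1) to the lowest (10). Bars give the percentage, error bars the 95% Wilson interval, and the dashed line the mean over 10000 random placements of all wild-type peaks (0.278%); the group with the highest scores reached 76.6% and the second 16.4%.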

Of 1280 peaks found in the wild-type sample, 157 peaks overlapped the 5177 peaks found in the *vhl* sample, equating to 12.3 %. 

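The mean length was 115 bp (SD over peaks 73.6, n = 1280) for wild-type peaks and 609 bp (SD over peaks 230, n = 5177) for *vhl* peaks, and the medians were 99 bp and 567 bp. The middle 50% of the peaks spanned 89 to 112 bp in wild-type and 487 to 665 bp in *vhl*, and the shortest *vhl* peak was 176 bp long. In all 161 overlapping pairs the *vhl* peak was the longer, with a median of 690 bp against 165 bp for its wild-type partner. The difference was smaller between peaks with similar raw numbers of tags. These numbers are not scaled for the 2.14-fold difference in tags kept, so equal numbers do not mean equal signal at equal depth. Among peaks with 15 to 19 tags, the median length was 188 bp over 36 wild-type peaks and 262.5 bp over 22 *vhl* peaks, a ratio of 1.40. With 20 to 29 tags it was 233 bp over 27 and 428.5 bp over 596 (ratio 1.84), with 30 to 49 tags 273.5 bp over 22 and 536 bp over 2180 (1.96), and with 50 to 99 tags 380 bp over 21 and 616 bp over 1602 (1.62). Wild-type peaks with a score of 100 or more were longer, with a mean of 269 bp (n = 97). A pair of wild-type peaks fell within the same *vhl* peak on 10 occasions, and no *vhl* peak held more than 2.

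**Figure D2:**
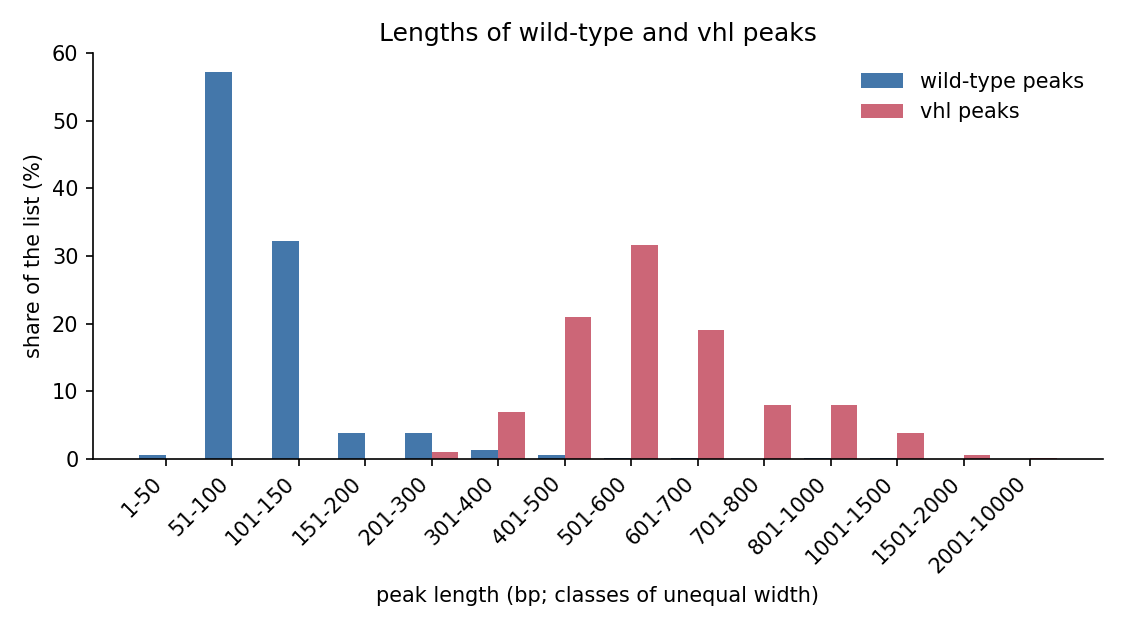
Lengths of the 1280 wild-type and 5177 vhl peaks, as the share of each list (in percent) in classes of peak length in bp; the classes have unequal widths. The largest class is 51 to 100 bp for wild-type (57.2% of peaks) and 501 to 600 bp for vhl (31.6% of peaks).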

Notably, wild-type peaks are shorter on average (114 bp versus 609 bp), and on a number of occasions multiple wild-type peaks fall within a single *vhl* peak. When the number of tags was examined, the 5177 *vhl* peaks represented 360746 tags and the 1280 wild-type peaks represented 12158 tags.

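The *vhl* peaks held 29.7 times as many tags as the wild-type peaks. They covered 3153062 bp, 21.5 times the 146800 bp of the wild-type peaks. The mean was 69.7 tags per *vhl* peak (median 47, range 15 to 2871) and 9.50 tags per wild-type peak (median 7, range 6 to 265). Per kb of peak, *vhl* held 114 tags and wild-type 82.8, a ratio of 1.38. These are raw tags, and the ratio is below the 2.14-fold difference in tags kept for peak calling. It therefore does not show denser *vhl* peaks at equal depth. Scaled for depth to 1000000 uniquely mapped ChIP reads, the peaks held 10791 tags in *vhl* and 725 in wild-type, a ratio of 14.9. As a share of the tags kept for peak calling, this was 2.23% of the *vhl* ChIP library and 0.161% of the wild-type ChIP library. Fewer than 15 tags were found in 1170 wild-type peaks (91.4%) and in no *vhl* peak.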

In order to perform an unbiased identification of Hif-1α binding sites, *de novo* motif analysis was carried out using Multiple Em for Motif Elicitation (MEME) (version 4.9.0, http://meme-suite.org/) using ±50 bp from the summits of the top 1000 peaks from the vhl mutant data set [63]. This identified an RCGTG motif that is also observed in human HREs (Fig. 2) [33]. Similar analysis using the wild-type data set did not find any motifs. The RCGTG motif was then used to search against both the wild-type and vhl mutant data sets. We searched for the RCGTG motif in 100 bp surrounding the summit. This analysis identified 168 unique peaks in the wild-type data set and 4232 unique peaks in *vhl* data set [64]. Notably, of the 168 wild-type HRE peaks, 66 were found to overlap more than 50 % with the *vhl* peaks. When analysed using Motif Occurrence Detection Suite (MOODS) (v 1.0.1, http://www.cs.helsinki.fi/group/pssmfind/) with an e-value cut-off of 0.001 and Zv9 genome as a background, there was some degree of correlation between the peak *p*-value and presence of the RCGTG motif when peaks were ordered by *p*-value and binned into groups of 1000 (Fig. 3). Importantly, when the distribution of the RCGTG motif within the surrounding 1000 base pairs of the peak was analysed, a strong preference for the motif to be found close to the summit of the peak was observed (Fig. 4). This is important as the RCGTG motif is over represented in the genome, with it occurring at greater than one in every 256 bp by chance.

**Fig. 2:**
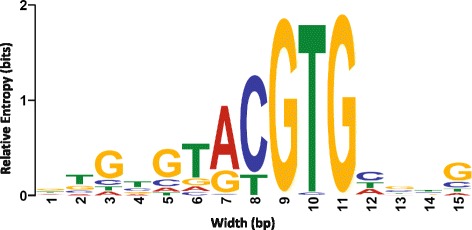
The primary motif found in *vhl* mutant ChIP-peaks. The most significant 1000 peaks from the sequencing of the vhl mutant ChIP material were analysed for the presence of sequence motifs in the 100 bp surrounding the centre of the peak using MEME. This identified a motif that closely resembles the known HRE consensus [41]. The y-axis shows the Relative Entropy in bits, a measure of the probability that the letter will be found at that position relative to the total information content of the stack, the x-axis shows the width of the motif in base pairs. More information can be found on the MEME website (http://meme-suite.org/doc/examples/memechip_example_output_files/index.html?man_type=web)

**Fig. 3:**
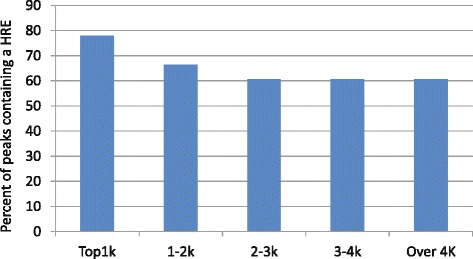
HREs are enriched in the most significant peaks. The peaks from our HIF ChIP-seq experiment were ranked according to *p*-value, a measure of their height above the (local) background of mapped sequence tags. They were then binned into groups of 1000, the percentage of peaks containing an HRE was then calculated, this showed that the most significant peaks show enrichment for HRE’s

**Fig. 4:**
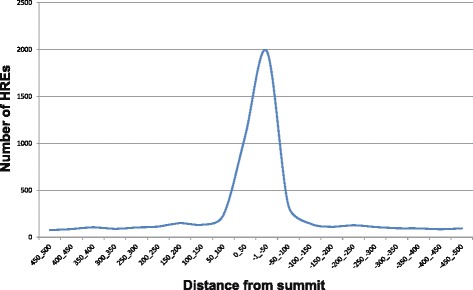
The RCGTG/HRE motif is enriched in regions in close proximity to the peak summit. The position relative to the peak summit of the total number of HRE’s in the *vhl* mutant data set was assessed. The X axis displays the distance from the summit in basepairs, and the y-axis the number of HREs that fall into a given window. The majority of peaks are found with ±100 bp of the summit when the surrounding 1 kb was analysed

When we examine the distribution of the Hif-1α binding sites with respect to the nearest transcriptional start site (TSS) we see that 30 % of them fall within the TSS and 6 % fall within the promoter region but that they may also fall at greater distances (Fig. 5). 

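The supplementary lists give each peak as a window of 100 bp. All 1280 windows of the wild-type list (Additional file 6) were centred within 1 bp of the summit of a peak in the deposited list, and each deposited peak was listed once. The same held for the 2000 windows of the *vhl* list (Additional file 4) in the shortened copy that was read, out of the paper's 5177. The copy of the wild-type list filtered for a HRE (Additional file 7) held 50 lines for 42 different peaks. For the wild-type list, the paper's methods give 50 sites from a scan with MOODS and 168 from a search for RCGTG. All 42 windows were centred on the middle of the peak, which lay a median of 9.5 bp from the summit. No overlap or enrichment was computed from Additional files 4 or 7.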

The data detailing the positions of the ChIP peaks can be found in: Additional file 4 - unfiltered ChIP sequencing peaks for *vhl* mutants, Additional file 5 – *vhl* ChIP sequencing peaks filtered for presence of a HRE, Additional file 6 – unfiltered ChIP sequencing peaks for wild-type, and Additional file 7 – wild-type ChIP sequencing peaks filtered for presence of a HRE.

**Fig. 5:**
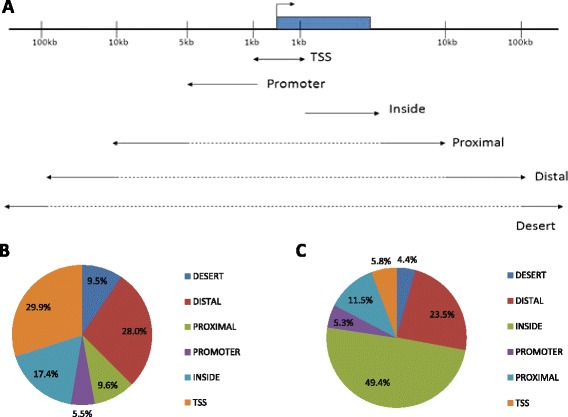
The distribution of Hif-1α binding sites in *vhl* mutant zebrafish. **a**: Definitions of genomic regions. TSS: If peak summit is 1Kb up or down-stream of the TSS of the closest gene (−1Kb to +1Kb). Promoter: From -5Kb upstream to upstream limit of the TSS (−1Kb). Inside: Inside the gene, including introns and exons but excluding areas covered by the TSS. Proximal: 5 Kb Up- and down-stream of the limits of the promoter and inside region. Distal: 90Kb up- and down-stream of the proximal regions. Desert: Any region up- or down-stream of the distal regions. **b**: The proportion of peaks containing HRE’s that fall within a given region for *vhl* mutants. **c**: The proportions of the genome that are described by the regions defined in **a**

### Validation of ChIP-seq peaks

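The regions chosen for ChIP-qPCR lay in *vhl* peaks nearest to *p4ha1b*, *znf292b*, *kdm5c*, *gapdhs*, *pfkfb3*, *ap3m2*, *tnfrsf19*, *gigfy2*, *tpi1b*, *prelid1*, *h3f3d*, *zmym2*, *pkm2a*, *mpi*, *jupa*, *si:dkey-14d8.7*, *gats*, *mxi1*, *jmjd6* and *plod1a*. Each of these 20 regions was covered by 1 *vhl* peak. By score these peaks ranked from 1 to 104 among the 5177, with a median rank of 30.5, and 19 were in the top 100. Their scores ran from 1313 to 3100, their fold enrichments from 104 to 317 and their tags from 303 to 741, and the FDR was 0 for all 20. Ranked by fold enrichment instead of score, the median rank was 70.5. In the wild-type list, 5 of the 20 *vhl* peaks were overlapped by a peak, those at *znf292b* (13 tags, score 122, FDR 38.8%), *gapdhs* (10 tags, score 58.4, FDR 54.4%), *ap3m2* (85 tags, score 708, FDR 0), *tnfrsf19* (27 tags, score 207, FDR 4.88%) and *prelid1* (9 tags, score 57.7, FDR 49.6%). The other 15 had no wild-type peak.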

To validate the ChIP-seq peaks in *vhl*, 20 highly significant peaks containing a HRE, were selected and ChIP-qPCR was performed using primers designed around the region containing the HRE. As negative controls, distant regions which did not contain a peak were selected. qPCR was performed using input and ChIP material and enrichment for the region of interest was determined using a variation on the Pfaffl method as described earlier. 

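The primer list gives 3 control regions in Zv9. Neither list had a peak at the region on chromosome 5 from 15718709 to 15718844 or at the region downstream of *jmjd6* on chromosome 3 from 61203578 to 61203686. The region upstream of *egln3*, on chromosome 17 from 9785725 to 9785902, shared 51 of its 178 bp with the edge of a *vhl* peak from 9783244 to 9785775, which held 719 tags and had a score of 289.6. No wild-type peak lay at this region.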

In samples from the *vhl* ChIP, all 20 regions showed enrichment of over twenty fold regardless of which control region was used. Additional file 8 shows the fold change values which represent peak enrichment, using the least significant control region, approximately 1Kb down-stream of *jmjd6*. In wild-type ChIP materials, a degree of enrichment was seen for many peaks, which indicates there may be a low level of Hif-1α binding. This is put into context by comparing the ratio of fold change between *vhl* and wild-type. In all but one case *vhl* was seen to be more strongly enriched often by more than 100 fold. With these findings, alongside the observation of the strong representation of HRE’s proximal to the peak summit, we are satisfied that the peaks found in *vhl* mutant ChIP-seq represent Hif-1α binding.

### Comparison of microarray and ChIP-seq data

In order to investigate the extent to which Hif-1α binding influences the transcriptional profile of *vhl* mutant zebrafish, we compared the gene expression changes in *vhl vs.* WT and the peaks for the Hif-1α ChIP performed using *vhl* mutant embryos.

As we found such a high number of Hif-1α binding sites in *vhl* mutant samples (5177), we were concerned that this could lead to a high number of false associations with genes in their vicinity. In order to minimise this, we chose to examine region-gene associations where the peak is within ±1Kb of the TSS. We achieved this by mapping the region-gene associations using Genomic Region Enrichment Analysis Tool (GREAT) selecting for the two nearest genes, then selecting genes within ±1Kb of the TSS [65]. This found 1722 gene associations from 1670 of the peaks that fall within ±1Kb of the TSS. We examined the degree of overlap between the microarray data and the genes associated with Hif-1α peaks in their TSS. We found that of the 295 up-regulated genes (FC ≥ 2), 73 of these were associated with Hif-1α peaks within ±1Kb of their TSS. Whilst of the 442 down-regulated genes, 26 were associated Hif-1α binding peaks within ±1Kb of their TSS. In order to assess the significance of the intersection between the differentially regulated genes in the microarray and the genes associated with Hif-1α DNA binding ±1Kb of their TSS, we performed hypergeometric analysis. Our microarray contained 13691 genes with a unique gene symbol, when GREAT was used to assess the number of genes with Hif-1α DNA binding ±1Kb of their TSS, 1722 genes were found, with 1314 of these being included in the microarray. When the probability that the up-regulated genes (295) associated with ChIP-seq peaks in *vhl* mutants (73) occurred by chance was assessed, hypergeometric testing gave a probability of ≤1.5 10^−14^. When the probability that down-regulated genes (442) associated with ChIP-seq peaks in *vhl* mutants (26) occurred by chance was assessed, a hypergeometric testing gave a probability of ≤0.99. Additional file 9 shows the genes and the peaks associated with them.

Overall, if a gene is up-regulated, the chance that it contains a HRE-peak near the TSS is about four times higher than if it is down-regulated and about 2.5 times more than expected by chance. However, the probability of whether a ChIP seq peak contains an HRE is not related to whether it is associated with an up- or down- regulated gene. Intriguingly, non-HRE peaks show similar enrichment in TSS regions and are found to be associated with up-regulated genes. For instance, 39 % (367/945; non-HRE) and 34 % (1457/4232; HRE) of the peaks were closely associated with TSS regions.

### Comparison with published HRE data in zebrafish and human

In zebrafish HREs are known for *leg1a/b*, *birC5a/b*, *period1b*, *epo* and *igfbp1a*. We confirmed peaks at the predicted position for *igfbp1a*, *epo*, and peaks coinciding with HREs E2 and E3 from *period1b* (but not E4). For *period1b* we found a novel peak in intron1. We were unable to detect the HREs described for *leg1* and *birC5* genes. We have not yet checked whether there are “sub-threshold” peaks at their predicted position in our data set.

To evaluate how well our data corresponds with mammalian HRE data, we did several comparisons. First we asked whether a set of well-known HIF targets had associated peaks in our data. We collated an extensive list of 107 targets based on [66]. In 94 cases we were able to identify a clear orthologue (or orthologue-pair, as zebrafish have undergone a further partial genome duplication) and in 66 of 128 orthologues (51 %) a peak could be identified within the orthologous gene, or the 15Kb surrounding genomic sequence. For a random set of 105 genes this was 32 (30 %), showing significant enrichment (χ2 *p* < 0.002; Additional file 10).

Secondly, for 12 well-known human HIF targets with experimentally characterised HIF-binding sites, we compared the position of the known HIF-binding site to our peaks. We estimated that in roughly 7–9 out of 12 genes, peaks were identified in comparable places near zebrafish orthologues (Additional file 10). Often, we identified further peaks that were not described. We also compared our data with a human ChIP seq dataset [33]. This study identified the largest number of Hif-binding sites until now (but it was also incomplete, as “classical” targets like *EPO*, *VEGF* and *EGLN1* were not found, whereas they are present in our dataset). We analysed more than 50 of their top peaks and analysed whether peaks occurred in similar positions in our study. We only selected peaks that fell within those genes, or <10Kb from TSS/3′UTR. In 15/39 cases similarly positioned peaks were noted (Additional file 10). Sequence comparison of 10 such coinciding peaks in fish and human, failed to uncover significant sequence homologies.

Finally, we used the GREAT website [67] to select all peaks from Schödel et al., that fall within the TSS ± 1Kb from a gene and identified 112 genes. Of these, 102 had zebrafish orthologues. Using our ChIP-seq data, GREAT identified 1722 peak associated genes from 17059 genes with the same characteristics. When the peak associated genes from Schödel et al., were compared with our peak associated genes; out of 102 genes, 25 fell within the set of 1722 (Additional file 10), which represents a significant enrichment (*p* = 2.5 10^−5^) when hypergeometric analysis was performed.

In the zebrafish *pfkfb3* gene, an unusual pattern of peaks was found. *Pfkfb3* is an important regulator of glycolytic flux and part of a family of 4 *pfkfb* genes in mammals that probably arose through genome duplications, as primitive chordates and *Drosophila* only contain a single *pfkfb* gene. Surprisingly, nine peaks were identified near *pfkfb3*. This gene was the only gene in the genome where we found multiple peaks located in the middle of exons: 4 in coding exons and one in the 3′UTR. 

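In the region of *pfkfb3* shown in Additional file 11, chromosome 4 from 24545466 to 24587234 in Zv9 (41769 bp), the deposited *vhl* list held 10 peaks, all with an FDR of 5% or less. The strongest by score lay from 24559981 to 24561812. It had the highest score of the list (3100, shared by 8 peaks), with 961 tags and a fold enrichment of 95.0. By score, peaks from 24572059 to 24573328 (score 2884, 595 tags), from 24573432 to 24574052 (score 2047, 358 tags) and from 24565733 to 24567217 (score 1762, 410 tags) followed. The first 2 of these had larger fold enrichments, of 155 and 194. The weakest, from 24552400 to 24552980, had a score of 67.8, a fold enrichment of 17.2 and 39 tags, and it was the only one of the 10 with a score under 100. Only the peak from 24565733 to 24567217 overlapped a wild-type peak. No other window of this width in the genome held as many *vhl* peaks, and when the *vhl* peaks were placed at random on their chromosomes no window held more than 7 (permutation test by random placement, p = 1e-04 for 10 peaks, one-sided, the smallest p that 10000 placements can give). Random placement takes no account of genes or of regions that reads cannot reach.

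**Figure D3:**
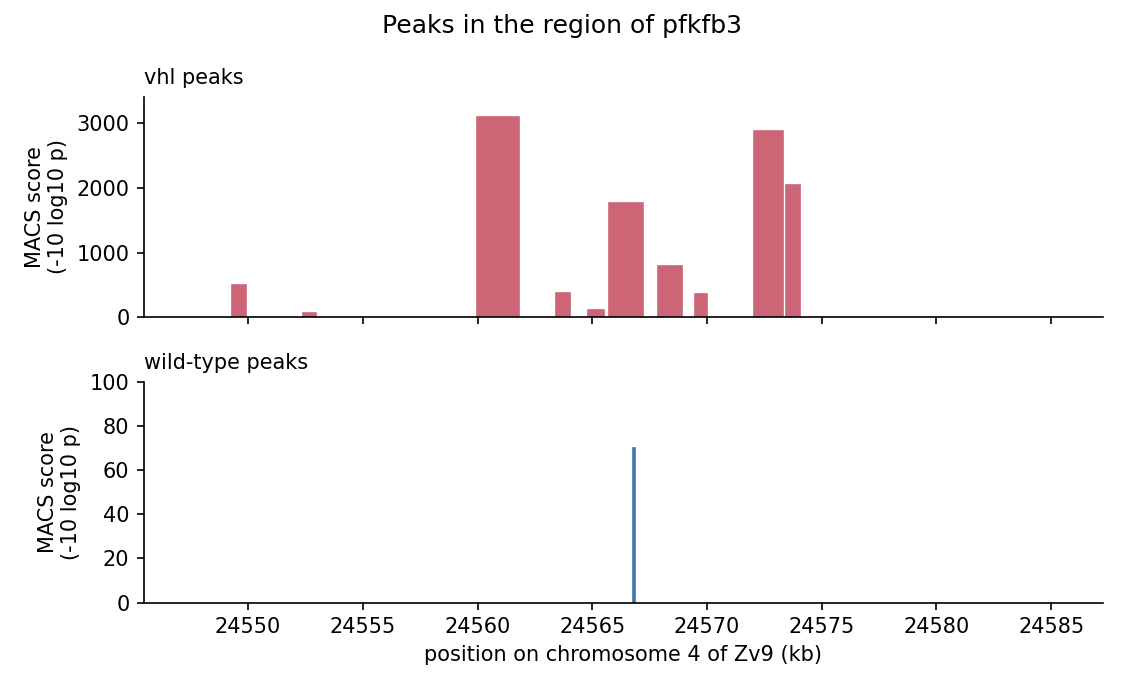
Peaks in the region of pfkfb3 on chromosome 4 of Zv9. Each bar spans the start and end of a peak in kb and its height is the MACS score; the upper panel shows the 10 vhl peaks and the lower panel, on its own scale, the 1 wild-type peak, which lies inside the vhl peak from 24565733 to 24567217.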

The peaks in coding exon 8 and the 3′UTR had a (bidirectional) HIF-binding sequence “CACGTG” near the summit. The exon 8 peak was also found in our wild-type sample (Additional file 11). 

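The wild-type list held 1 peak in the *pfkfb3* region, on chromosome 4 from 24566762 to 24566869 in Zv9. It consisted of 9 tags, with a score of 70.1, a fold enrichment of 22.6 and an FDR of 82.5%, and ranked 216 of the 1280 wild-type peaks by score. Its summit at 24566791 lay inside the *vhl* peak whose summit is at 24566869, a peak of fold enrichment 89.9 that ranked 55 by score. At a score threshold of 100 the wild-type list held no peak in the region. The exons of the gene were not located here, as no Zv9 annotation was used.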

We explored how the HIF binding site in exon 8 evolved. In this unique situation flanking coding sequence conservation can help to follow the binding site over long evolutionary distances. In human, both *pfkfb3* and *pfkfb4* are regulated by hypoxia and both contain the CACGTG sequence. Zebrafish *pfkfb*4*a/b* lack the CACGTG sequence, and, as predicted, do not show exonic ChIP-seq peaks. Other *pfkfb* orthologues in zebrafish lack the CACGTG sequence and also lack ChIP-seq peaks in exon 8 (despite the fact that some retain a “reverse” CACGT consensus sequence). In human, *pfkfb1* and *pfkfb2* also lack the sequence. This element has most likely arisen during early vertebrate evolution, it can first be recognised in a jawless vertebrate, *Pteromyzon marinum* (www.ensembl.org), but not in more primitive chordates or *Drosophila*.

### Discussion

Here we describe the use of ChIP coupled to next-generation high-throughput sequencing to identify Hif-1α binding sites throughout the zebrafish genome in the *vhl* mutant. ChIP allows unbiased genome-wide coverage of the zebrafish genome to identify Hif-1α binding sites, enabling development of zebrafish as an emergent model organism for research into the hypoxic response in a physiological context [41, 42, 46, 52, 68]. The use of the *vhl* mutant, a zebrafish model for hypoxia, has allowed us to compare Hif-1α binding sites with gene expression changes seen in this mutant.

Microarray analysis of gene expression changes in *vhl* mutants compared against wild-type controls produced both expected and unexpected results. The up-regulated genes included many classical hypoxia response genes that are associated with loss of *Vhl* in mammalian cell lines (Additional file 1). This reinforces the idea that the hypoxic response is activated in the *vhl* mutant. Contrary to this, we see similar numbers of down-regulated genes. Currently, there is little evidence in the literature for HIF to act as transcriptional repressor. However, pVHL is thought to have both HIF-dependent and HIF–independent functions [69]. The latter include; extracellular matrix deposition [70], cell senescence [71], apoptosis [72] and microtubule stabilisation and regulation of the primary cilia [73]. It is not inconceivable that loss of Vhl’s HIF-independent functions may lead to a significant number of both up- and down-stream transcriptional changes. Furthermore, these transcriptional changes may be complicated by the use of a whole organism model. *Vhl* mutants have had activation of the hypoxic response over a period of several days, leading to additional transcriptional changes which would not be identified in cell-culture models, using more acute stimulation. Interestingly, we see that of these down-regulated genes, 12 are predicted to be involved in ‘lipid biosynthetic processing’ by DAVID (Additional file 3). This finding is of interest as HIF-2 activation was reported to affect lipid metabolism in hepatocytes causing a decrease in lipogenic gene expression and on a physiological level, leading to hepatic steatosis in liver-specific Hif-2α mutant mice [21]. Although the histology of the liver has not been reported in *vhl* mutant zebrafish, evidence of increased lipid storage has been detected in the pronephric tubules of *vhl* mutant embryos [44]. The effects of hypoxia on lipid processing have not been well studied, and strong representation of genes related to this process in the *vhl* mutant, in our view, warrants further study. This highlights an important consequence of using whole zebrafish to study the effects of hypoxia. The presence of a variety of cells, tissues and organs in a whole animal may on the one hand complicate analysis, however, for the same reasons novel, more tissue-specific HIF targets can be found. In addition, targets might be found whose expression is modulated indirectly, as a result of signalling between tissues in the intact organism.

To locate Hif-1α binding sites we first identified the most highly represented motif found within the peaks seen in *vhl* mutants. An RCGTG (with preference for A) motif that is identical to the consensus motif identified in human hypoxia response genes was found using genome-wide ChIP approaches (Fig. 2) [33, 34]. Additionally, it is highly similar to the HRE identified from the Hif binding regions of *epo* in another fish species *Takifugu rubripes* [35]. This is both reassuring and unsurprising as the HIF pathway is strongly conserved throughout the phylogeny [74].

Our experiments identified 4323 candidate HIF binding loci and possibly up to 5177 sites, a greater number of loci than might have been expected, as previous studies have identified approximately 400 HIF-1α binding loci in human cells [33]. Despite this, we are confident that our 4323 sites are due to Hif-1α binding. Firstly, the majority were not identified in WT animals where nuclear Hif-1a levels are expected to be very low, thus they are unlikely to pulled down due to spurious interactions of the antiserum and unrelated DNA binding proteins. 

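Of the 5177 *vhl* peaks, 5026 had no wild-type peak (97.1%, interval 96.6 to 97.5%) and 151 had at least 1. The share without a wild-type peak was similar for the 3990 *vhl* peaks with an FDR of 5% or less, at 3850 (96.5%, interval 95.9 to 97.0%). A wild-type peak with an FDR of 5% or less was present at 44 *vhl* peaks (0.850%). The *vhl* peaks with the highest scores were overlapped more often. In the top 100, 32 had a wild-type peak (32%, interval 23.7 to 41.7%), against 119 of the other 5077 (2.34%, interval 1.96 to 2.80%). The wild-type ChIP library was the less deeply sequenced, and its peaks rest on few tags, so a site without a wild-type peak is one at which no binding was detected in this library. From the small overlap, and from the very low nuclear Hif-1α levels it expects in wild-type animals, the paper reasons that the sites found in *vhl* mutants are unlikely to come from spurious interactions of the antiserum. These shares are over all *vhl* peaks, as the presence of the RCGTG motif was not analysed here.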

Secondly, they contain the highly conserved RCGTG in close proximity to the peak summit (Fig. 4). We interpret this as a strong indicator that these HRE-containing peaks are due to Hif-1α binding.

It is notable that 945 of the peaks we found do not contain RCGTG motifs in the surrounding 100 bp, the relevance of these peaks is currently unknown. We investigated whether these non-HRE peaks were due to non-specific binding of the anti-Hif-1α antibody, this was achieved by examining the overlap between these peaks with all the peaks found in wild-type embryos (1284). We found that, although 45 of the 945 peaks found in *vhl* mutants overlapped >50 % with the wild-type peaks (Additional file 12), the vast majority of these peaks did not overlap. 

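The 45 sites listed in Additional file 12 are windows of 100 bp centred on 45 different wild-type peaks, and all 45 had a peak in both deposited lists that covered at least 50% of the window. The scores of these wild-type peaks ran from 50.1 to 738 with a median of 138, against a median of 58.0 for the whole wild-type list. Of the 45 peaks, 18 had an FDR of 5% or less and 27 a higher one. The whole wild-type list held 46 peaks with an FDR of 5% or less.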

We reason that if the anti-Hif-1α antibody is binding non-specific DNA-interacting targets, then this would lead to non-HRE containing ChIP peaks. However, we would also predict that many of these peaks would be shared between wild-type and *vhl* samples. As we find this is not the case for the majority of ChIP peaks, and that MEME analysis did not detect any other motifs, we suggest that there may be other explanations for the non-HRE peaks. These could represent HIF binding to off-centre HREs or indirect binding via other DNA binding proteins or alternatively, these peaks may contain HREs that do not conform to the RCGTG consensus. We were interested if there were indications that these non-HRE peaks may represent Hif-1α binding leading to changes in gene expression. Using GREAT, we compared the distribution of non-HRE peaks with that of HRE-peaks and found a very similar pattern. Although this association does not prove the functional importance of these non-HRE peaks, it suggests that they may have a role in regulating transcription.

Although we do not have functional data to draw direct links between Hif-1α DNA binding and transcriptional activation we were interested to see if Hif-1α peaks in the TSS correlated well with gene expression changes in *vhl* mutants. In *vhl* mutants, we found that of the 295 up-regulated genes, 73 had Hif-1α peaks in their TSS regions whilst of the 442 down-regulated, 26 had Hif-1α peaks in their TSS regions. Although we found some Hif-1α peaks associated with down-regulation of gene expression, we found a much larger proportion associated with transcriptional activation. When we performed hypergeometric analysis of these data sets, we found that the correlation between up-regulated genes and Hif-1α binding peaks was significant (*p* ≤ 1.5 10^−14^), whilst it was not for down-regulated peaks (*p* = 0.99). This is broadly in agreement with the consensus in the literature, that Hif-1α is not thought to directly regulate transcriptional repression [75], but functional experiments to investigate the possibility direct Hif-1α mediated repression of gene expression would be of interest. It should however also be noted that many of the genes up-regulated in *vhl* microarrays did not have HRE’s in their TSS regions. It is as yet unclear as to why this is exactly. Importantly, our analysis of the relationship between Hif-1α binding and gene expression has focused on peaks that fall within the TSS, however, many peaks are found outside the TSS and promoter regions (Fig. 5), which is in agreement with the situation in human [33]. Unfortunately these peaks are very difficult to assign reliably to genes, as distance to the TSS can be misleading to detect functional enhancers. In addition, as HIF is a master regulator and activates other signalling pathways (eg VEGF, Epo) and transcription factors, indirect targets are undoubtedly present in the microarray.

Our study found a much higher number of significant peaks in *vhl* mutant zebrafish than have previously been found in cell culture studies where physical hypoxia or DMOG have been used to stimulate the HIF response [33, 34]. Indeed, we find a considerably higher number of significant peaks containing the RCGTG motif than we find up-regulated genes. This begs the question: why are there so many more peaks found using the *vhl* mutant zebrafish than hypoxically stimulated cells? A number of explanations are conceivable. Firstly, the embryos we used at 4dpf and have been stimulated for a longer time than the cells used by Schödel et al., who expose them for 16 h, this could lead to greater accumulation of Hif-1α [33]. Secondly, the *vhl* zebrafish contains a wide array of cells and tissues which may have different Hif-1α DNA binding profiles, thus leading to a greater number of peaks than would be found from just one cell-type. Finally, we have used a genetic method to stimulate the Hif pathway, which blocks the degradation of Hif. We speculate that this leads to a glut of Hif-1α accumulating in the nucleus, and thus promoting more binding than would be seen by physiological activation [76]. In order to ascertain whether individual peaks are functional, further work is needed.

Our data can be used confirm known and identify novel potential HIF regulated genes, including, for example, miRNAs. Some examples of this are given in Additional file 11. In zebrafish Hif-target genes, we can predict where HRE are located to guide further experiments. In addition, we see some conservation of where HRE peaks are located when compared to human, so our data may also guide HRE discovery in mammals. For example, we predict an important HRE to be present in exon 8 of the human *pfkfb3* and *pfkfb4* genes.

## Conclusions

Here we present transcriptional analysis of the *vhl* mutant with respect to Hif-1α as a known regulator of the hypoxic response. We found that, unlike some cellular models, which use physical hypoxia or pharmaceutical stimulation to inhibit the PHD’s, genetic inactivation of *vhl* led to both positive and negative transcriptional changes. This may be due to disruption of Vhl’s Hif-independent roles, or alternatively this may be due to studying the effects of activation of genetically induced hypoxia in a whole organism. ChIP-seq for Hif-1α in *vhl* mutants found a great number of peaks and from these the canonical HRE was identified. We found more HRE-containing peaks than transcriptionally activated genes, suggesting that Hif-1α binding may not be sufficient for transcriptional activation. Some ChIP peaks did not contain a HRE, although they do not appear to be due to non-specific binding of the anti-Hif-1α antibody and some are found within the TSS regions of transcriptionally active genes suggesting that they may have some functional relevance. We hope that these data can be used to aid further investigation into the Hif transcriptional response and the development of the zebrafish as a model for research into the hypoxic response.

## Methods

### Zebrafish husbandry and lines

Fish husbandry was performed at the Bateson Centre aquaria at The University of Sheffield and conformed to UK Home Office requirements. Breeding and experiments were approved by the ethics committee in the University of Sheffield and performed under project licence numbers which were 40/3262, 40/3082 and 40/3641 issued to Dr Freek van Eeden and under the personal license 40/9657 issued to David Greenald. Adult fishes were maintained on a 14:10-h light/dark cycle at 28 °C with feeding of live artemia and/or dry food twice daily.

The Tg(*phd3::EGFP*)^i144/i144^ line is a hypoxia reporter line created by Bacterial Artificial Chromosome-mediated transgenesis [46]. The *vhl*^*hu2117/+*^line was crossed into the Tg(*phd3::EGFP*)^i144/i144^ line in order to create *vhl*^*hu2117/+*^*;phd3:gfp*^*i144/i144*^ fish. When incrossed these fish produce *vhl*^*hu2117/hu2117*^*;phd3:gfp*^*i144/i144*^ embryos in Mendelian ratios [46]. Fish were pair mated and embryos were sorted into groups of 40 and placed in Petri dishes containing fresh E3 (5 mM NaCl, 0.17 mM KCl, 0.33 mM CaCl_2_, 0.33 mM MgCl_2_, pH 7.2) media containing methylene blue (Sigma-Aldrich) at 0.0001 % and raised at 28 °C.

### RNA isolation, processing and microarray hybridisation

Three batches of 30 4dpf wild-type and *vhl* mutant embryos were snap-frozen and stored at −80 °C. Extraction of total RNA from zebrafish embryos was performed using the mIRVANA miRNA isolation kit (Invitrogen) excluding the step for enrichment of miRNA. Extracted RNA was quantified using a Nanodrop ND-1000 spectrophotometer. Quality of RNA was assessed using Agilent Bioanalyser 2100 Nanochip 6000, samples with RNA Integrity Numbers ≥ 7 were accepted.

Microarrays utilised custom designed oligonucleotide arrays designed by Compugen and synthesised by Sigma-Genosys [77]. Microarrays were performed on the Agilent platform using one-colour microarray-based gene expression analysis using Cy3-labelled targets to measure gene expression. Using 400 ng RNA as starting material, Cy-3 labelling, hybridisation, washing, scanning and feature extraction were performed according to manufacturer’s protocol (One-Colour Microarray-Based Gene Expression Analysis (Quick Amp Labeling), Version 5.7, March 2008) for 4 x 44 K microarrays. cRNA was quantified using the Nanodrop ND-1000from which yield and labeling efficiency were calculated. The quality of cRNA was measured using an Agilent Bioanalyser 2100 with Nanochip 6000 to check that the majority of the cRNA falls within 200–2000 bp and that there were no distinct bands below 200 bp.

Scanning was performed using the GenePix 4000B (Axon Instruments) according to manufacturer’s protocol (One-Colour Microarray-Based Gene Expression Analysis (Quick Amp Labelling), Version 5.7, March 2008) producing a 16-bit TIFF image upon which feature extraction was applied using Aglient Feature Extraction software version 10.7.3.1.

### Custom oligonucleotide zebrafish arrays (Agilent)

The array chips contain 41,091 probes, which corresponded to 28864 unique entities with a Unigene ID when the custom annotation software (GIS Unigene and Gene Ontology Annotation tool, http://123.136.65.67) was employed. Notably, these Unigene ID’s corresponded to 110649 fully annotated genes, i.e. those which have a Gene Symbol and Gene description, and 14321 of which corresponded to transcribed loci/CDNA clones and partially annotated genes.

### Microarray data analysis

Quality of microarray data was assessed using the ‘Quality Control on Samples’ function using Genespringf 12.6 GX (Agilent). Limma Version 3.24.10 (Biocondutor) was used to load three samples from raw text files for both *wild-type* and *vhl* mutants. Background correction was applied using the “normexp” function and normalisation was performed using normalise between arrays “quantile” function. To average replicate spots, the “avereps” function was applied. The linear model was applied using “lmfit” and a contrast matrix was applied using eBayes (fit2). From these normalised entity lists, a significance cut off of *p* ≤ 0.01 and fold change cut off of ≥ 2 were applied.

To annotate the Probe ID’s, probenames are exported to the GIS Unigene & Gene Ontology Annotation Tool (http://123.136.65.67/) and the corresponding Genbank Accession and Unigene ID’s were found for *Danio rerio* (DR Build #126_66).

### Microarray validation

The degree of concordance between the fold change values from the microarray analysis and the qPCR was calculated using Spearman’s coefficient [61]. cDNA was created from the same pool of RNA used for the microarray experiments by reverse transcription using Superscript III First-Strand Synthesis System (Invitrogen) using 1 μg RNA and OligiodT. qPCR for Microarray Validation carried out using the Applied Biosystems Sequence Detection System (SDS) Software v2.4.1 in conjunction with 7900HT Fast Real-Time qPCR System.

qPCR was carried out in a 384 well plate format, using the Applied Biosystems Sequence Detection System (SDS) Software v2.4.1 in conjunction with 7900HT Fast Real-Time qPCR System. Cycling conditions of 50 °C - 2 min, 95 °C - 10 min, [95 °C – 15 s, 60 °C - 1 min] × 40 cycles were used. Cycle threshold (Ct) values were calculated automatically using the software, with ROX used as the passive reference.

cDNA concentration curves were created using 4dpf WT RNA, starting at 500, 150, 50, 15, 5, 1.5, 0.5 and finally 0 ng/μl. Primers were tested in triplicate, and efficiencies were calculated from averaged Ct values plotted against the log_10_ of concentration of cDNA and the gradient (m) line of best fit was taken. Efficiency was calculated from the average of 3 technical replicates for each primer.

$$ \mathrm{Efficiency}={10}^{\left(\hbox{-} 1/\mathrm{m}\right)} $$

$$ \mathrm{F}\mathrm{C}=\left({\mathrm{E}}_{\mathrm{t}\mathrm{ar}}{}^{\mathrm{d}}{}^{\mathrm{C}}{{}^{\mathrm{t}}}_{{}^{\mathrm{t}}{}^{\mathrm{a}}{}^{\mathrm{r}}}\right)/\left({\mathrm{E}}_{\mathrm{C}\mathrm{N}}\kern0.333em {}^{\mathrm{d}}{}^{\mathrm{C}}{{}^{\mathrm{t}}}_{{}^{\mathrm{C}}{}^{\mathrm{N}}}\right) $$

This was performed for *vhl vs* wild-type.

The suitability of the reference gene was then assessed by performing Kruskal-Wallis One-way ANOVA with Dunn’s Multiple testing (*P* < 0.05) for each of the above comparisons. *Wnt5a and* 18 s passed for all comparisons and were subsequently used for Microarray Validation. Additional file 13 contains the details of the primers used for microarray validation.

### ChIP-sequencing: sample preparation

*Vhl*^*hu2117/+*^*;phd3:gfp*^*i144/+*^ fish were incrossed and *Vhl*^*hu2117hu2117+*^*;phd3:gfp*^*i144/+*^embryos were sorted from non-fluorescent siblings prior to de-yolking. *Vhl* mutants were sorted and deyolked by trituration in 4 °C deyolking buffer (55nM NaCl, 1.8 mM KCl, 1.25 mM NAHCO_3_, 1x Complete protease inhibitor (Roche) ) followed by shaking on a bench-top vortex at 1000 rpm for 5 min. Embryos were pelleted by centrifugation at 1000 rpm for 30 s at 4 °C and supernatant discarded. Embryos were washed using wash buffer (100 mM NaCl, 3.5 mM KCl, 2.7 mM CaCl_2_, 10 mM Tris–HCl pH 8.5, 1x Complete protease inhibitor (Roche)) with 2 min shaking at 1000 rpm on a bench-top vortex. Embryos were washed in 4 °C 1X PBS and pelleted by centrifugation at 1800 rpm. Embryos were then macerated and resuspended in 10 ml 1.1 % formaldehyde in 1 X PBS (5 mM Hepes-KOH pH 7.5, 10 mM NaCl, 100 μM EDTA, 50 μM EGTA, 1.1 % formaldehyde, 1x Complete protease inhibitor (Roche)). The embryos were incubated for 10 min at room temperature, gently rocking. Formaldehyde was quenched by addition of 1 ml of 2.5 M glycine with 1x Complete protease inhibitor (Roche) and incubation for 5 min with gentle rocking. Samples were then spun at 3500 rpm at 4 °C for 5 min in an Eppendorf 5810 R Centrifuge before snap freezing in liquid nitrogen. Once 2400 embryos were collected for wild-type and for *vhl* mutants, ChIP could proceed.

### ChIP-sequencing: cell sonication

Macerated embryos were lysed in 3 ml Cell Lysis Buffer (10 mM Tris–HCl pH 7.5, 10 mM NaCl, 0.5 % Igepal CA-630, 1 x Complete protease inhibitor (Roche) and incubated on ice for 15 min. Samples were centrifuged at 3500 rpm and the supernatant discarded. The pellet was resuspended in 1.5 ml Nuclei Lysis Buffer (50 mM Tris–HCl pH 7.5, 10 mM EDTA, 1 % SDS and 1X Complete protease inhibitor (Roche)) and incubated over ice for 10 min. Two volumes of Immunoprecipitation Dilution Buffer (16.7 mM Tris–HCl pH 7.5, 167 mM NaCl, 1.2 mM EDTA, 0.01 % SDS, 1x Complete protease inhibitor (Roche)) were added and the samples were sonicated at 25 cycles at 40 % amplitude, 18 s pulse and 59.9 s rest using a Branson Sonicator 450D. After sonication, 300 μl 10 % Triton was added to 4 ml chromatin followed by centrifuged at 13,300 rpm for 10 min at 4 °C and the supernatant was saved. 150 μl of the cell lysate was saved at −20 °C to create input control.

### ChIP-sequencing: pre-block and binding of Hif-1α antibody to magnetic beads

100 μl Dynabeads A magnetic beads (Life Technologies) were washed with 1 ml PBS with 1 X Bovine Serum Albumin. Beads were collected by centrifugation at 3000 rpm for 3 min at 4 °C in 1.5 ml tubes. The beads were washed 2 x in 1 ml PBS-BSA and collected with a magnet. 10 μg of Hif-1α antibody in 250 μl PBS/BSA was added to the beads and incubated overnight at 4 °C. The beads were then washed 3 x in 1 ml PBS-BSA and resuspended in 100 μl PBS/BSA.

### ChIP-sequencing: chromatin immunoprecipitation

The pre-blocked Dynabeads were added to the sonicated chromatin and incubated overnight at 4 °C.

### ChIP-sequencing: wash, elution and cross-link reversal

Beads were precipitated using a magnetic stand and washed x8 in 4 °C RIPA wash buffer (50 mM Hepes-KOH pH 7.6, 1 mM EDTA, 500 mM LiCl, 0.7 % Na-Deoxycholate, 1 % NP-40), x1 in TBS and centrifuged for 3 min at 3000 rpm after which all TBS was aspirated. 250 μl of Elution Buffer (50 mM Tris–HCl pH 8.0, 10 mM EDTA, 1 % SDS) was added prior to incubation at 65 °C for 15 min in a water bath with brief vortexing every 2 min. The beads were centrifuged at 13,300 rpm for 1 min and the supernatant saved as this contains the ChIP material.

The input sample saved earlier was thawed and 3 volumes of Elution Buffer was added. Both ChIP and Input samples were incubated at 68 °C for 3 h shaking at 1300 rpm to reverse cross-linking.

### ChIP-sequencing: digestion of cellular protein and RNA

Three times volume TE was added to each sample, RNaseA (0.2 μg/ml final concentration, Qiagen) was added and samples were incubated at 37 °C for 30 min to degrade RNA. To degrade protein, proteinase K (Sigma-Aldrich) (0.2 μg/ml final concentration) was added and incubated at 55 °C for 1 h.

To isolate DNA, 400 μl phenol:choloform:isoamylalcohol (Ambion) was added to each sample and phases separated using 2 ml Heavy Phaselock (Qiagen) according to manufacturer’s instructions. The aqueous layer was recovered and NaCl (200 mM final concentration) and 30 μg glycogen from *Mytilus edulis* (Sigma-Aldrich) was added. 800 μl ethanol was added and the samples were incubated for 1 h at −80 °C prior to centrifugation at 13,300 rpm at 4 °C for 10 min. Supernatant was removed, and the pellet washed with 75 % Ethanol, before being air-dried and resuspended in 20ul 10 mM Tris–HCl pH 8.5. DNA concentration was measured using the QuBit 2.0 system (Invitrogen).

### ChIP-sequencing: ChIP-qPCR

Primers were designed around the EPO-HRE, see Additional file 14 for details.

Primers were validated using a DNA concentration curve of 300, 100, 30, 10, 3, 1 and 0 ng genomic DNA from zebrafish. qPCR was performed using the 7500 Applied Biosystems qPCR Real-time PCR system using the cycling conditions: 50 °C - 2 min, 95 °C - 10 min, [95 °C – 15 s, 60 °C - 1 min] x 40 cycles, with the additional pre-programmed dissociation stage. Primers were tested in triplicate and efficiencies were calculated from averaged Ct values plotted against the log_10_ of concentration of DNA and the gradient (m) line of best fit was taken. Efficiency was calculated from the average of 3 technical replicates for each primer.

$$ \mathrm{Efficiency}=10{}^{\left(\hbox{-} 1/\mathrm{m}\right)} $$

qPCR was performed using 4 samples for each primer set, wild-type input and ChIP and *vhl* mutant and ChIP. For each qPCR experiment only 0.01 ng of DNA was used. Fold change was calculated using a variation on the Pfaffl ratio [58]. The change in Ct value between Input and ChIP for both the target region (dCt_tar_) and the reference region (dCt_ref_) were calculated thus:

$$ \mathrm{d}\mathrm{C}\mathrm{t}={\mathrm{Ct}}_{\mathrm{Input}}\hbox{-} {\mathrm{Ct}}_{\mathrm{ChiP}} $$

$$ \mathrm{F}\mathrm{C}=\left({\mathrm{E}}_{\mathrm{t}\mathrm{ar}}{}^{\mathrm{d}}{}^{\mathrm{C}}{{}^{\mathrm{t}}}_{{}^{\mathrm{t}}{}^{\mathrm{a}}{}^{\mathrm{r}}}\right)/\left({\mathrm{E}}_{\mathrm{C}\mathrm{N}}{}^{\mathrm{d}}{}^{\mathrm{C}}{{}^{\mathrm{t}}}_{{}^{\mathrm{C}}{}^{\mathrm{N}}}\right) $$

Additional file 15 contains details of the primers used to validate the sequencing.

### ChIP-sequencing: library preparation

Using 5 ng of ChIP material and 10 ng of input material for both wild-type and *vhl* mutants library preparation was performed using the Illumina Truseq ChIP Sample Preparation Kit set A (REF: 15034288) in accordance with manufacturer’s instructions using the adapters 2, 7 for input in duplicate and 19 for the ChIP samples to allow multiplexing. Following library preparation, the amplified adapter bound materials were tested for size and approximate quantification using High Sensitivity DNA assay using the 2100 Agilent Bioanalyser according to manufacturer’s instructions. On the basis of the approximate quantification, precise quantification was performed using qPCR as recommended by the protocol following internal guidelines for submission of sequencing samples at the Genome Institute of Singapore. Samples of 8pM, 4pM, 2pM and 1pM were amplified using appropriate adapter primers at 0.1 μM and Roche SYBR Green I Master in a Roche Lightcycler 480. Cycling conditions of pre-incubation at 95 °C for 5 min followed by 30 cycles of 95 °C for 10s sec, 60 °C for 1 min, and 72 °C for 30 s, then a melting curve 95 °C 5 s, 65 °C for 1 min and 97 °C for 10 s decreasing 5 °C each increment before cooling to 40 °C. Quantification is achieved by exporting crossing point values and plotting them against log concentration and performing linear regression to calculate the line of best fit to be used in y = mx + c where and using this to calculate the concentration. 15 μl of 5nM between 200–300 bp is submitted for sequencing.

### ChIP-sequencing: sequencing

Sequencing was carried out a Genome Institute of Singapore using the Illumina Genome Analyser II (Illunima, USA) performing a single read with 3 samples per lane to allow multiplexing. Output files were analysed by Dr. Justin Jeyakani at GIS. Sequencing runs for WT input material produced 34,915,101 unfiltered reads, 32,602,307 which passed filtering and 19,400,899 reads which mapped uniquely using CASAVA (v 1.8.2, Illumina). For the WT ChIP Material, there were 31,424,233 total reads, 30331510 of which passed filtering and 16,780,814 reads which mapped to uniquely. For the VHL sequencing, input produced 24,823,207 total reads, 23,325,383 of which passed filtering, and 13,834,669 which mapped uniquely. The VHL ChIP material produced 65,797,779 total reads, 63,035,293 which passed filtering and 33,429,235 which mapped uniquely. Only reads which mapped uniquely were used for peak calling. All reads were 35 bp in length.

Peak calling was performed comparing ChIP material to input using MACS (version 1.4.2 20120305), the binding regions were ranked based on the enrichment of sequencing tags by comparing each ChIP library to control [78]. A threshold of *p*-value > 1 × 10^−5^ was applied, this gave rise to 5177 peaks in *vhl* ChIP and in wild-type ChIP material versus wild-type input 1280 peaks were called. Alignment was carried out using CASAVA (v 1.8.2, Illumina) with danRer7-Zv9 as the build.

*De novo* motif analysis was carried out using MEME (version 4.9.0, http://*meme-suite.org* ) using ±50 bp from the summits of the top 1000 peaks [63]. This identified an RCGTG motif (Fig. 2). This motif was then used to filter the peaks for the presence of the motif using MOODS (v 1.0.1, http://www.cs.helsinki.fi/group/pssmfind/) with an e-value cut-off of 0.001 and Zv9 genome as a background, this identified 2736 peaks in *vhl* ChIP samples [64]. However, as this omitted most experimentally confirmed fish HREs, we chose to filter peaks for the presence of a simple RCGTG sequence. In wild-type samples, MEME was not able to find any robust motifs. These wild-type peaks were then scanned for the motif found in the *vhl* ChIP peaks using MOODS which found 50 sites [64], whereas simple RCGTG detection resulted in 168 sites. Peaks were confirmed on the basis of tag distribution.

To show percentage of peaks that contain a HRE motif within 100 bp of the peak, the peaks were ranked on the basis of the MOODS *p*-value and then binned into groups of 1000 i.e. top 1 K, 1-2 K, 2-3 K, 4 K and above (Fig. 3). The percent of peaks that contain a HRE was then calculated for each bin. Similarly, scanning for motif enrichment in the 1Kb region surrounding the peaks to show the proximity of the motifs to the peak. Techniques employed to perform these analyses can be found in [79–81] (Fig. 4).

To assess the genomic regions *vhl* mutant ChIP peaks fell in, distance to TSS was assessed using Genomic Region Enrichment Annotations Tool (GREAT) version 2.02, using the singles nearest gene rule [65]. Regions were then assigned according to the diagram in Fig. 5a. In order to calculate the amount of the zebrafish genome that falls within these categories, a custom script was created, which is available at https://github.com/iansealy/bio-misc/blob/master/classify_genome_bases.pl.

To identify the genes associated with peaks Genomic Region Enrichment Annotations Tool (GREAT) version 2.02 was used [65]. The Wellcome Trust Zv9 (danRer7, Jul 2010) assembly was used with the two nearest genes being used as the association rule, only peaks found with the TSS region (±1 kb from TSS) were used.

### Gene ontology analysis

Gene Ontology Analysis was performed using DAVID Bioinformatics resource 6.7 (http://david.abcc.ncifcrf.gov/home.jsp). Unigene ID lists for up- and down-regulated genes were uploaded separately, using Aglient Zebrafish background and ‘GO TERM BP FAT’ was used to assess functional relevance of gene expression changes [56, 57].

### Comparisons with published human data

A HIF-response gene list was collated based on [66] (Additional file 10). The peak position data from [33] were converted from NCBI36/hg18 to NCBI37/hg19 using http://genome.ucsc.edu/cgi-bin/hgLiftOver and the resulting bed file was analysed using GREAT and the UCSC (http://genome-euro.ucsc.edu) browser. Comparisons were done using our 5177 peak-set. We extracted lists of genes associated with a peak at ±1Kb of the TSS using GREAT for both our and the Schödel dataset, to determine overlap.

### ANOVA

For data analysed using ANOVA, normality of the data was assessed using D’Agostino and Pearson omnibus normality test. If data passed at α = 0.05 then One-Way ANOVA was performed, if not or the n number was too small a Kruskal-Wallis test was performed. For One-Way ANOVA a *P* value of *p* < 0.05 was the measure of significance. For Bonferroni multiple comparison tests used to compare pairs of groups a *p* < 0.05 as taken as significant. If data did not pass D’Agostino Pearson, Kruskal-Wallis ANOVA was performed with *p* < 0.05 taken as significant, Dunn’s multiple comparison test *p* < 0.05 was used to calculate significance between columns. The descriptive statistics tool was used to calculate the mean and standard error of the mean which is shown for bar charts.

### Hypergeometric analysis

Hypergeoemtric analysis was performed using the Geneprof Hypergeometric analysis calculator (https://www.geneprof.org/GeneProf/tools/hypergeometric.jsp). For the intersection between the ChIP-seq and microarray data, for “Population size”, we used the total number of genes in the microarray with a gene symbol, for “Number of successes in the population” we used the number of genes associated with a ChIP peak within ±1Kb of their TSS in *vhl* mutants according to GREAT using the two nearest genes association rule and then filtering for presence in the microarray. The “Sample size” is the number of genes either up- or down-regulated in the microarray (FC ≥ 2, *p* ≤ 0.01), and “Number of successes in the population” is the number of genes either up- or down-regulated in the microarray associated with a ChIP-seq peak ±1kB to their TSS’s in *vhl* mutants*.*

For the intersection between the Schodel et al., and our ChIP-seq data, for “Population size”, we used the total number of genes found in GREAT. For “Number of successes in the population” we used the total number of ChIP-associated peaks from our data found in GREAT (two closest genes, ±1Kb TSS), The “Sample size” is the number of zebrafish orthologues to the ChIP-associated peaks found in Schodel et al.,. Finally, the “Number of successes in the population” is the number is the number of our ChIP-associated genes that have an orthologue in the Schodel et al., data set.

### Supporting data

The data sets supporting the results of this article are included within the article and its additional files. The microarray data and ChIP-seq data have been submitted to NCBI Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) under the super series GSE70886. The ChIP-seq data can be found under GSE70727 and the microarray data can be found under GSE70885.

## Additional files

Additional file 1:
**Gene Expression Changes in** ***vhl*** **mutant zebrafish.** The list of fully-annotated genes which were differentially regulated with a fold change ≥ 2 in *vhl* mutants versus wild-type at 4dpf. Contains; Probe ID, Fold Change, Log Fold Change, Unigene Description, Unigene ID and Gene Symbol. (XLSX 65 kb) Additional file 2:
**The unfiltered list of differentially regulated genes for** ***vhl*** **vs** **wild-type.** The unfiltered list of genes which were differentially regulated with a fold change ≥ 2 in *vhl* mutants versus wild-type at 4dpf. Contains; Probe ID, Log 2 Fold Change, AveExpr: Average Expression across all arrays and Channels, t: moderated t statistic, *p*-value, add.j.*p*-value: *p*-value adjusted for multiple testing, B: B statistic, the log of the odds that the probe is differentially expressed, Unigene Description, Unigene ID and Gene Symbol. (XLSX 6344 kb) Additional file 3:
**The complete list of gene ontology terms found by DAVID.** Using data found in Additional file 2, DAVID was used to assign gene ontology to genes using the Agilent zebrafish background and Unigene ID as identifier. Number of genes associate with each term, *p*-value and Benjamini correction are shown. (XLSX 12 kb) Additional file 4:
**Unfiltered ChIP sequencing peaks for** ***vhl*** **mutants.** (BED 116 kb) Additional file 5:
***vhl*** **ChIP sequencing peaks filtered for presence of a HRE.** Filtering performed using MACS. (BED 70 kb) Additional file 6:
**Unfiltered ChIP sequencing peaks for** **wild-type.** (BED 56 kb) Additional file 7:
**Wild-type ChIP sequencing peaks filtered for presence of a HRE.** Filtering performed using MACS. (BED 2 kb) Additional file 8:
**Validation of** **ChIP-seq** **peaks by** **ChIP-qPCR.** Table showing the ChIP-qPCR fold changes for both wild-type and *vhl* mutant ChIP samples and the ratio of *vhl*/wt. (XLSX 10 kb) Additional file 9:
**A table of differentially regulated genes containing a ChIP peaks in their TSS.** A table showing the position of ChIP peaks relative the differentially expressed genes from the *vhl* Vs WT microarray data found using GREAT version 2.02. Fold change, Unigene ID and presence of a HRE are indicated. (XLSX 18 kb) Additional file 10:
**Comparison of zebrafish and Human data on HIF target genes.** Sheet 1: collated list of HIF targets based on [65] with fish orthologues and peak positions. A similar analysis of a random sample of genes is also given, Sheet 2: Analysis of a experimentally verified peaks in well-known targets. Sheet 3: Analysis of overlap of top ChIP-seq peaks from [34], Sheet 4: Genes from Schödel with peaks close to TSS, stating overlap with zebrafish orthologues with peaks close to TSS. (XLSX 39 kb) Additional file 11:
**Examples of** **Hif-1α** **binding in proximity to hypoxia response genes.** In all panels the red vertical bar shows the region of the chromosome that is enlarged in the window below. The introns and exons of known genes in the enlarged region are annotated in dark blue, the small chevrons on the genes show the orientation of transcription. The window shows mapped significant peaks for WT and VHL mutants. Peaks appear as black vertical bars. ‘VHL all peaks’ refers to all the peaks found using MACS in the *vhl* mutant samples, ‘VHL HRE only’ refers to the peaks found in *vhl* mutants containing the RCGTG motif in the surrounding 100 bp and thus show a subset of the black vertical bars of “VHL all peaks”, ‘WT all peaks’ refers to all the peaks found in wild-type samples using MACS, and ‘WT HRE only’ refers to the peaks found in the wild-type sample containing RCGTG motif in the surrounding 100 bp. A: A HRE-containing peak −57 bp upstream of Prolyl 4-hydroxylase α1b (*p4ha1b*), a known hypoxia response gene involved in extracellular matrix remodelling which is found to be up-regulated in the *vhl* mutant by FC 34.0 in the microarray [55]. 

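The region of *p4ha1b* in Additional file 11 spans chromosome 17 from 19965227 to 20009608 in Zv9. It held 1 *vhl* peak, from 19995847 to 19997631, with its summit at 19997336. This peak held 643 tags and shared the highest score of the list (3100) with other peaks, and its fold enrichment of 301 was second among the 5177 *vhl* peaks. The wild-type list had no peak in the region. With 1 library per genotype, neither value has a replicate error.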

Given that this peak is highly significant, and in the close vicinity to the TSS of a highly expressed gene, it may represent a functional HRE for this gene. B: Screenshot showing a number of Hif-1α binding sites in both *vhl* mutant and wild-type samples surrounding *egln3*. *Egln3* (*phd3*) is a gene which is seen to be strongly activated in response to hypoxia in zebrafish [49], and is up-regulated with a FC of 151 in our microarrays. In *vhl* mutants there is are two strong HRE-containing peak residing within intron 1. Additionally, there are a number of peaks upstream of the gene. Interestingly, there are a number of peaks found in the wild-type sample, suggesting that there is Hif-1α binding, and possible transcription in normoxic environments. Furthermore, these peaks are not at the same sites as found in *vhl* mutants, suggesting that control of *egln3* expression under normoxic environments may be influenced by more factors that Hif-1α binding alone. It would be interesting to discover if these HRE-containing peaks in *vhl* mutants control *egln3* expression, and to what extent the other peaks and “wild-type peaks” contribute to this. 

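In the region of *egln3* shown in Additional file 11, chromosome 17 from 9767732 to 9803851 in Zv9, the deposited lists held 5 wild-type and 4 *vhl* peaks. Of the wild-type peaks, those from 9794346 to 9795179 (107 tags, score 193, FDR 4.65%), from 9797272 to 9797651 (56 tags, score 58.0, FDR 51.5%) and from 9798220 to 9799407 (153 tags, score 180.1, FDR 10.4%) lay inside *vhl* peaks. The first of these was inside the *vhl* peak from 9793395 to 9796409 and the others were inside the *vhl* peak from 9796444 to 9803138. The remaining wild-type peaks, from 9776705 to 9777903 (265 tags, score 924, FDR 0) and from 9780063 to 9780204 (23 tags, score 74.4, FDR 81.3%), overlapped no *vhl* peak. The former was 5341 bp from the nearest *vhl* peak, ranked second of all wild-type peaks by score and was the longest (1199 bp) with the most tags of the wild-type list. The number of tags per kb divided by the fold enrichment was high in the region in both genotypes, and lay at a median percentile of 99.1 of the wild-type list for the 5 wild-type peaks and 99.9 of the *vhl* list for the 4 *vhl* peaks.

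**Figure D4:**
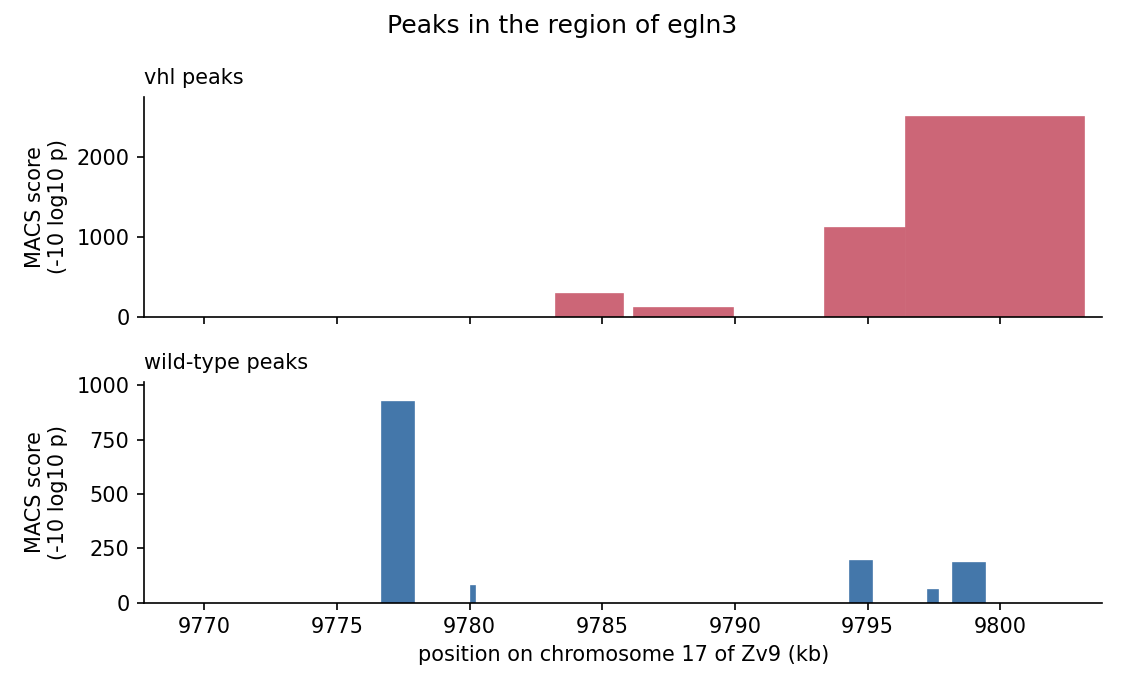
Peaks in the region of egln3 on chromosome 17 of Zv9. Each bar spans the start and end of a peak in kb and its height is the MACS score; the upper panel shows the 4 vhl peaks and the lower panel, on its own scale, the 5 wild-type peaks, of which 3 lie inside vhl peaks.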

We suspect high Hif-1α binding as there is an extremely high fold change found in the microarray and the high fold enrichment of one of the HREcontaining ChIP peaks (28.6). 

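The *vhl* peak of *egln3* from 9786183 to 9789942, which covers the region tested by ChIP-qPCR (9787493 to 9787592), had a fold enrichment of 28.6. By fold enrichment it ranked 2438 and by score (118) 2096 of the 5177 *vhl* peaks. With 690 tags it ranked 9 by number of tags. The other 3 *vhl* peaks near *egln3* ranked higher by score, at 20 (score 2503), 138 (score 1120) and 809 (score 290). All 4 *vhl* peaks near *egln3* had fold enrichments between 24.1 and 28.6, close to the median of 27.3 for the list. The peak from 9796444 to 9803138 was the longest (6695 bp) and held the most tags (2871) of all *vhl* peaks.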

C: Screenshot showing Hif-1α binding in *vhl* mutants surrounding the gene *tiparp*. The data presented here may also be useful for investigating lesser or previously unknown Hifresponsive genes. For instance, TCDD-inducible poly (ADP-ribose) polymerase (*tiparp*), is a gene not previously associated with the Hif response but seen to be up-regulated in the microarray by FC 3.49 which has multiple Hif-1α peaks in its vicinity, some containing HREs. 

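Near *tiparp*, on chromosome 18 from 32931053 to 32995210 in Zv9, the *vhl* list held a peak from 32941476 to 32942768 (345 tags, score 1561, fold enrichment 177) and a peak from 32944352 to 32945088 (155 tags, score 493, fold enrichment 78.2). Both had an FDR of 0, and they ranked 75 and 443 by score. The wild-type list had no peak in the *tiparp* region.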

TIPARP was not recognised as being associated with the hypoxic response by gene ontology software such as DAVID or manual literature searches. Interestingly for *tiparp* a xenopbiotic response element has been defined in mouse in the first half of intron 1 [82]. One of the two HRE containing HIF peaks in zebrafish associated with tiparp also maps to the first half of intron 1. As HRE and XRE consensus sequence are essentially identical, this might in fact represent the same enhancer responding to two different inputs. D: Screenshot showing a Hif-1α binding site found in *vhl* mutants in the vicinity of *mir22a-1* Despite not being included in the microarray analysis, there is evidence of Hif-1α binding in close proximity to three microRNAs involved in the regulation of the hypoxic response. 

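Close to *mir22a-1*, on chromosome 15 from 24258502 to 24265467 in Zv9, the *vhl* list held 1 peak, from 24259924 to 24260671. It had 107 tags, a score of 313, a fold enrichment of 68.7 and an FDR of 0, and ranked 733 by score. No wild-type peak was called there.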

Hif-1a binds in close proximity to mir22a-1, a microRNA that suppresses HIF-1α regulated transcription in human colon cancer cells [83]. We also find sites close to mir210 and mir-132/212 which may be involved in the hypoxic response. E: Screenshot showing Chip-seq peaks near *pfkfb3*, which is unique in the genome, as it has several exonic peaks. It also shows several peaks in the surrounding genomic DNA. (PDF 1480 kb) Additional file 12:
**The overlap between** **non-HRE** **ChIP peaks in** ***vhl*** **mutant and** **wild-type** **samples.** Filtering performed manually using the RCGTG motif. (XLSX 9 kb) Additional file 13:
**Details of primers used to validate microarray.** (XLSX 12 kb) Additional file 14:
**Details of primers used in** **ChIP-qPCR** **for the** ***epo*** **-HRE.** (XLSX 22 kb) Additional file 15:
**Details of primers used in** **ChIP-seq** **validation.**

## Abbreviations

Bp: Base pair
ChIP: Chromatin immunoprecipitation
ChIP-seq: Chromatin immunoprecipitation linked next generation sequencing
ccRCC: Clear cell renal cell carcinoma
Ct: Cycle threshold
DAVID: Database for annotation, visualization and integrated discovery
Dpf: Days post-fertilisation
FC: Fold change
FIH: Factor inhibiting HIF
GO: Gene ontology
GREAT: Genomic region enrichment analysis tool
HIF: Hypoxia inducible factor
HRE: Hypoxia response element
MACS: Model-based analysis of ChIP-Seq
MOODS: Motif occurrence detection suite
MEME: Multiple Em for motif elicitation
PHD: Prolyl-hydroxylase domain
q-PCR: Quantitative polymerase chain reaction
TSS: Transcriptional start site
UCSC: University of California Santa Cruz
*vhl*: von Hippel Lindau

# Supplementary material for: Genome-wide mapping of Hif-1α binding sites in zebrafish
**Source:** BMC Genomics. 2015 Nov 11;16:923. doi: 10.1186/s12864-015-2169-x
**Supplement:** Additional file 11: — Examples of Hif-1α binding in proximity to hypoxia response genes. In all panels the red vertical bar shows the region of the chromosome that is enlarged in the window below. The introns and exons of known genes in the enlarged region are annotated in dark blue, the small chevrons on the genes show the orientation of transcription. The window shows mapped significant peaks for WT and VHL mutants. Peaks appear as black vertical bars. ‘VHL all peaks’ refers to all the peaks found using MACS in the vhl mutant samples, ‘VHL HRE only’ refers to the peaks found in vhl mutants containing the RCGTG motif in the surrounding 100 bp and thus show a subset of the black vertical bars of “VHL all peaks”, ‘WT all peaks’ refers to all the peaks found in wild-type samples using MACS, and ‘WT HRE only’ refers to the peaks found in the wild-type sample containing RCGTG motif in the surrounding 100 bp. A: A HRE-containing peak −57 bp upstream of Prolyl 4-hydroxylase α1b (p4ha1b), a known hypoxia response gene involved in extracellular matrix remodelling which is found to be up-regulated in the vhl mutant by FC 34.0 in the microarray [55]. Given that this peak is highly significant, and in the close vicinity to the TSS of a highly expressed gene, it may represent a functional HRE for this gene. B: Screenshot showing a number of Hif-1α binding sites in both vhl mutant and wild-type samples surrounding egln3. Egln3 (phd3) is a gene which is seen to be strongly activated in response to hypoxia in zebrafish [49], and is up-regulated with a FC of 151 in our microarrays. In vhl mutants there is are two strong HRE-containing peak residing within intron 1. Additionally, there are a number of peaks upstream of the gene. Interestingly, there are a number of peaks found in the wild-type sample, suggesting that there is Hif-1α binding, and possible transcription in normoxic environments. Furthermore, these peaks are not at the same sites as found in vhl mutants, suggesting that control of egln3 exp

## chr17:19,965,227-20,009,608 44,382 bp.

enter position, gene symbol or search terms

go

## chr17:9,767,732-9,803,851 36,120 bp.

enter position, gene symbol or search terms

go

## chr18:32,931,053-32,995,210 64,158 bp.

enter position, gene symbol or search terms

go

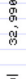

chr15:24,258,502-24,265,467 6,966 bp.

enter position, gene symbol or search terms

80

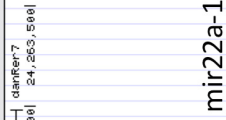

## chr4:24,545,466-24,587,234 41,769 bp.

enter position, gene symbol or search terms

20

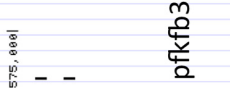

pflkfb3

How the deposited data were processed for this re-analysis (not part of the article)

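Hif-1α ChIP-seq was performed on 1 pool of 2400 wild-type embryos and 1 pool of 2400 *vhl* mutant embryos at 4 days post fertilisation, with an input library for each genotype. The authors sequenced single reads of 35 bp, aligned them to Zv9 (danRer7) with CASAVA, used the uniquely mapped reads only, and called peaks for each ChIP library against its input with MACS version 1.4.2 20120305 at a p-value of 1e-05, with an effective genome size of 1.41e+09, a band width of 300 bp and a model fold of 10 to 30. The local background was taken over 1000 and 10000 bp. For the sequencing instrument, the paper and the sample labels name different Illumina machines, which changes none of the values used.

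The deposited peak lists give, for each peak, its length in bp, the number of tags as a raw count that is not scaled for depth, a score (minus 10 times the log10 of the p-value), the fold enrichment as a ratio of ChIP to local background, and an FDR in percent, all computed by the authors' peak caller. Duplicate tags at a position had already been removed, libraries had been scaled to each other within each genotype only, and no step placed the 2 genotypes on a common scale. The headers of the lists give the depth of each library before and after the removal of duplicates. Depth and the modelled fragment length both differed between the genotypes. Both may affect how many peaks are called and how long they are, but neither was varied here.

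From these lists, the numbers, lengths and tags of peaks were summarised per genotype. Overlaps were computed between the lists and set against 10000 random placements of the wild-type peaks, each on its own chromosome. Scores of overlapping and other wild-type peaks were compared by a two-sided permutation test on the difference of medians with 100000 permutations. Clusters of *vhl* peaks were sought in windows of 41769 bp, the width of the *pfkfb3* region in Additional file 11, against 10000 random placements of the *vhl* peaks. Shares carry 95% Wilson intervals. The calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

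The overlap and placement procedures were tested on simulated data. All 200 planted shared peaks were found under each overlap rule, the overlap calculation differed from a direct one for 0 of 1280 peaks, and 5 of 200 random lists gave a placement p under 0.05. The permutation test gave a p under 0.05 for 3 of 50 unchanged groups and for 50 of 50 groups with doubled values.

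The samples, the main tests, the alternatives and the rule for naming genes and peaks were set before the data were examined. Tests of explanations for the peak on chromosome 13, the cluster on chromosome 22, the scores, FDR values and lengths of the wild-type peaks, the number of false peaks and the coverage around *egln3* were in part or wholly chosen after the values had been seen. The rule names the genes that Additional files 8, 11 and 15 pair with a position, and the 5 peaks with the highest scores of each list by position; the peak on chromosome 13 and the cluster on chromosome 22 were singled out after their values were seen. The alternatives were stricter thresholds on score, fold enrichment and FDR, other rules for overlap, another random placement, merging of close peaks, scaling of tags by depth or length, and other rankings.

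With 1 library per genotype and kind, no comparison has replicates, and precision is limited to counting error. Motifs around summits, distances to transcription start sites and overlap with regulated genes need the sequence and annotation of Zv9 and were not analysed here. The microarrays were not analysed either, and the paper's ChIP-qPCR values were used only in correlations with 3 measures of the peaks. The gene tables at hand belong to another assembly and were not used for positions.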

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

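The tests in this part were chosen after the values had been seen.

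Only 46 wild-type peaks had an FDR of 5% or less, a column of the peak list that the paper does not report. Of these, 44 overlapped a *vhl* peak. The lower depth of the wild-type ChIP library was weighed as a technical explanation for the low scores in that list. If scores grow about in step with depth, a score of 100 in wild-type corresponds to 214 in *vhl*, after the 2.14-fold difference in tags. At these limits the wild-type list held 97 peaks and the *vhl* list 1122, so under this assumption depth alone does not account for the difference. Between peaks with similar raw numbers of tags, not scaled for depth, the share that passed the FDR limit differed in both directions. It was 2.78% of 36 wild-type and 9.09% of 22 *vhl* peaks at 15 to 19 tags, 25.9% of 27 and 19.0% of 596 at 20 to 29 tags, 77.3% of 22 and 70.2% of 2180 at 30 to 49 tags, and 81.0% of 21 and 97.9% of 1602 at 50 to 99 tags. Whether *vhl* peaks with as few tags as the typical wild-type peak, with a median of 7, would pass as rarely stays open, because no *vhl* peak held fewer than 15 tags. Other technical differences between the libraries stay open. The wild-type input held more tags than the wild-type ChIP, which enters an FDR made by exchanging them, and the modelled fragment length was shorter; neither was tested. How far a difference in Hif-1α binding between the genotypes, which the design names, accounts for these counts also stays open. The peak lists cannot separate it from differences between single libraries. The paper's ChIP-qPCR gave stronger enrichment in *vhl* than in wild-type at each listed region except *zmym2* (ratio 0.95). Those regions were chosen from the *vhl* peaks and do not explain the FDR values.

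A wild-type peak on chromosome 13 from 8974118 to 8974429 had 36 tags, a score of 332.9, a fold enrichment of 47.3 and an FDR of 4.17%, and ranked 24 in the wild-type list. It was singled out because no *vhl* peak lay at it, the nearest being 308233 bp away. Lower depth is excluded as its cause, as the *vhl* ChIP library held 2.14 times as many tags. A difference in sequence or copy number between the fish, an error limited to the wild-type library, and binding in wild-type animals only stay open and were not tested.

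On chromosome 22, 8 *vhl* peaks lay between 11252499 and 11292990, a region the paper does not discuss. They had scores from 71.6 to 267 and fold enrichments from 14.7 to 45.5, all had an FDR of 5% or less, and none overlapped a wild-type peak. After the *pfkfb3* region this was the window of that width with the most *vhl* peaks. Random placement of the *vhl* peaks gave no window with 8 peaks (permutation test by placement, p = 1e-04, the smallest p that 10000 placements can give), which argues against chance clustering. Raised coverage of the region is not visible either, as tags per kb divided by fold enrichment had a median at the 56.6th percentile of the list. Uneven mappability, repeated sequence and clustering of genes, none of which random placement models, stay open, as does a group of binding sites; they were not tested, since no Zv9 sequence or annotation was used.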

How the results depend on the processing

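Of 54 alternative values over 13 results, 41 stayed on the same side of the threshold or within the limits set for a change. None reversed, but a reversal could be recorded only for the overlap, the scores of overlapping peaks and the ChIP-qPCR correlation. The other results could only stay within a factor of 1.5 or move beyond it. The overlap of wild-type with *vhl* peaks exceeded random placement under all 4 other overlap rules, all 4 thresholds and the other placement (permutation test, p = 1e-04 in each, the smallest that 10000 placements can give), with shares from 8.13% to 91.3%. Scores of overlapping wild-type peaks stayed higher than those of the others under the 4 other overlap rules, and with fold enrichment in place of the score the medians were 21.5 and 17.7 (permutation test, p = 1e-05 in each, the smallest that 100000 permutations can give). Fold enrichment limits of 5 and 10 and merging of peaks closer than 500 bp kept the ratio of peak numbers between 3.99 and 4.15, and no peak lay outside chromosomes 1 to 25.

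Thresholds on score and FDR changed the contrast between the lists, although neither measure is on a common scale between them. At a score of 100 or more, the ratio of peak numbers was 25.6, the mean wild-type length 269 bp and the ratio of tags in peaks 75.4. At an FDR of 5% or less, these were 86.7, 328 bp and 135. These limits left 97 and 46 of the 1280 wild-type peaks and 2481 and 3990 of the 5177 *vhl* peaks. The mean *vhl* length stayed between 567 bp (as the median) and 686 bp. The ratio of tags in peaks was 14.9 after scaling to 1000000 uniquely mapped reads and 1.38 per kb of peak. The first divides by the depth of each library only and the second by the length covered only. The second is thus not scaled for the 2.14-fold difference in tags kept. Neither removes any effect of depth on which peaks are called and how long they are.

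The 21 regions tested by ChIP-qPCR had a median rank of 33 by score, 31 by tags and 82 by fold enrichment. The paper selected highly significant peaks for this test, so high ranks by score are in part built into the choice. No other cause was tested. Only for the score did the correlation with the paper's ChIP-qPCR values over these regions pass an unadjusted threshold of 0.05. Spearman's rho was 0.447 (permutation p = 0.0437, 0.128 after Benjamini-Hochberg adjustment over 3 relations). The cause was not tested, and *egln3* was lowest in both the score (118) and the ChIP-qPCR fold change in *vhl* (5.71). The *pfkfb3* region held 9 *vhl* peaks at a score of 100 or more and 10 at both fold enrichment limits, and the *egln3* region held 4 throughout. The wild-type peaks in these regions fell from 1 to 0 and from 5 to 3 at a score of 100 or more, and at a fold enrichment of 10 or more from 5 to 1 near *egln3*. All 45 listed non-HRE sites kept a peak in both lists.

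The alternatives for the share of peaks with a RCGTG motif, for distances to transcription start sites and for regulated genes near peaks were not run. No paired analysis was possible because each genotype has 1 ChIP and 1 input library. In the wild-type list 91.4% of the peaks rest on fewer than 15 tags, which limits what the list can show.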

Differences from the paper's values

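The copy of Additional file 4 that was read holds 2000 *vhl* peaks against the paper's 5177, because the copy is shortened; the deposited list holds all 5177. The copy of Additional file 7 holds 42 different wild-type peaks on 50 lines, against the paper's 168 peaks from a search for RCGTG; the number of lines is the same as the paper's 50 sites from a scan with MOODS. None of the alternatives set before the data were examined bears on these numbers.

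The number of wild-type peaks that overlap *vhl* peaks was 161 (12.6%) against the paper's 157 (12.3%). No setting gave 157. With a fold enrichment of 10 or more in both lists the number was 153, which is 12.3% of the 1247 wild-type peaks left. The mean wild-type length was 115 bp against the paper's 114 bp, and 114 bp among peaks with a fold enrichment of 5 or more. In its discussion the paper gives 1284 wild-type peaks, against 1280 in the deposited list.

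The paper counts 1 peak fewer near *pfkfb3* than the 10 found here in its region; at a score of 100 or more the number was 9, the same as the paper's. The paper states that the wild-type peaks around *egln3* are not at the sites found in *vhl* mutants, whereas 3 of the 5 wild-type peaks lay inside *vhl* peaks. The paper describes its negative control regions as free of peaks, and the control upstream of *egln3* overlapped the edge of a *vhl* peak by 51 bp.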

Other observations

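The tests of the coverage around *egln3*, of the transgene, of the modelled fragment length and of the number of false peaks were chosen after the result was seen. The other tests were set beforehand.

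The peaks around *egln3* were long and rich in tags in both lists at a low or middling fold enrichment. Tags per kb divided by fold enrichment, a measure of the background that the peak caller assigned, lay at a median percentile of 99.9 in the *vhl* list and 99.1 in the wild-type list. The fold enrichment of the *vhl* peaks was at a median percentile of 44.0. These percentiles restate the pattern for which the peaks were chosen, so they do not decide between raised coverage and stronger enrichment of the region, and stronger enrichment stays open. Peaks outside the region shown in the paper were not chosen in this way. The nearest peak of either list to the left of it was at the 99.96th percentile of its list for tags per kb divided by fold enrichment, and the nearest to the right at the 98.8th, as raised coverage of the region predicts. Going outwards from *egln3*, 12 neighbouring peaks of both lists (7 wild-type and 5 *vhl*), of which 3 lay outside the region shown in the paper, were all in the top 5% of their list. They spanned chromosome 17 from 9682717 to 9806570, a stretch of 123854 bp. The next peak to the right, a *vhl* peak from 9889651 to 9890358, was at the 12.5th percentile, and the next to the left, a wild-type peak from 8593636 to 8593733, was at the 79.6th. When the values were shuffled over the peaks of each list, the longest run of such peaks was 5 (permutation test, p = 0.001, the smallest p that 1000 shuffles can give). The shuffle treats neighbouring peaks as independent. Yet 5 of the 12 peaks overlap a peak of the other list, and all but 3 lie in the region chosen for this pattern. This p therefore largely restates the pattern and does not decide between explanations. The paper's methods describe the embryos for ChIP as offspring of fish that carry phd3:EGFP, a reporter made by transgenesis with a bacterial artificial chromosome, and *phd3* is another name of *egln3*. The mutants were sorted from non-fluorescent siblings, and the methods do not say whether the wild-type pool carried the transgene. A candidate explanation is that embryos of both pools carried additional copies of this stretch from the transgene, and that reads from these copies aligned to the native locus. An unbroken stretch with an ordinary value at the next peak to the right is what this hypothesis predicts. The ends of the stretch are not resolved, since no peak lies in the 1088983 bp to the left or the 83080 bp to the right. The paper does not give the ends of the insert, and the input coverage itself was not analysed here. A duplication of the locus in these fish predicts the same pattern. If the hypothesis holds, the peaks here, among them the second strongest wild-type peak (score 924) and the longest *vhl* peak (6695 bp), mix the native and the introduced copies.

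The share of wild-type peaks that overlap a *vhl* peak was 84.2% in the 101 peaks that rank in the top 100 by score (a tie gives 101) and 6.45% in the other 1179. Weakness of most wild-type peaks, near the threshold, is consistent with this difference. False peaks at the rate of the authors' FDR are not the whole cause. The FDR at each score, times the number of wild-type peaks at or above that score, gave at most 532 false peaks. The FDR of each peak, summed over the list, gave 677. Both are below the 1119 wild-type peaks without a *vhl* peak. Whether that FDR is right was not tested, and a higher rate of false peaks stays open. The test set beforehand does not decide this: peaks with an FDR above 5% overlapped 34.2 times as often as random placement, but with a median FDR of 48.9% over the list many of them would be real in any case.

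Among peaks with 15 to 99 tags, fewer tags per peak are not the whole cause of the shorter wild-type peaks. Over all peaks the median *vhl* length was 5.73 times the wild-type one. Between peaks with similar raw numbers of tags, not scaled for depth, the ratio was smaller but stayed above 1. It was 1.40 with 15 to 19 tags, 1.84 with 20 to 29, 1.96 with 30 to 49 and 1.62 with 50 to 99. For the 91.4% of wild-type peaks with fewer than 15 tags the question stays open, because no *vhl* peak held so few. The modelled fragment length, 34 bp in wild-type and 110 bp in *vhl*, remains a candidate cause, but it differs between the lists exactly as the genotype does, so the 2 cannot be told apart with 1 list each. The wild-type value is below the read length of 35 bp.

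The number of tags in peaks, per 1000000 tags kept for peak calling, was 13.9 times as large in *vhl* as in wild-type. This ratio does not decide whether deeper sequencing of the *vhl* ChIP library is the whole cause, because each sum runs over the peaks of its own list. Depth may also affect how many peaks are called and how long they are. How much of the difference in tags comes from depth therefore stays open, as does how much comes from a difference in Hif-1α binding between the genotypes.

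Chance clustering was also tested for the *pfkfb3* region, where random placement never gave 10 *vhl* peaks in a window of that width (permutation test by placement, p = 1e-04, the smallest p that 10000 placements can give). Placement ignores genes and mappability, so a general preference of peaks for such regions stays open. A concentration of Hif-1α binding sites at this gene was not tested further.

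Over the 161 overlapping pairs, the wild-type score was not related to the *vhl* score (Spearman's rho 0.0484, p = 0.544; Pearson's r 0.112, p = 0.154; permutation tests across peaks, which are not independent replicates). Without the 2 pairs farthest from the median *vhl* score, r was 0.0385. Yet the top 100 *vhl* peaks had a wild-type peak in 32% of cases and the others in 2.34%. The correlation does not separate low binding in wild-type at the sites bound most in *vhl* mutants from its absence. Each pair had to pass the threshold in both lists, which narrows the range of wild-type scores. The shares are not limited in this way, and they argue against absence of wild-type signal at all of the top 100 sites. The paper also saw some ChIP-qPCR enrichment in wild-type material at many peaks, and proposes a low level of Hif-1α binding there. Both rest on 1 pool of wild-type embryos, and whether the signal is Hif-1α binding was not tested here.

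Of the wild-type peaks whose window of 50 bp to each side of the summit shared at least 50% with that of a *vhl* peak, the non-HRE sites of Additional file 12 made up 18 of 34 (52.9%) at an FDR of 5% or less and 27 of 70 (38.6%) at a higher FDR (Fisher's exact test, two-sided, p = 0.207). With these numbers it cannot be told apart whether the strongest shared sites are more often without the RCGTG motif.

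Over the 21 regions tested by ChIP-qPCR, no relation was detected between the peak caller's fold enrichment and the paper's ChIP-qPCR fold change in *vhl*. Spearman's rho was 0.386 (permutation p = 0.0853, adjusted 0.128) and Pearson's r was -0.0115 (p = 0.955, adjusted 0.955), with Benjamini-Hochberg adjustment over 3 relations. Without the 2 regions farthest from the median fold enrichment, rho was 0.269 (p = 0.264) and r was -0.0789 (p = 0.745). For tags, rho was 0.158 (p = 0.493, adjusted 0.493) and r was 0.232 (p = 0.36, adjusted 0.54). For the score, rho was 0.447 (p = 0.0437, adjusted 0.128) and r was 0.325 (p = 0.0955, adjusted 0.286). All but 1 of these regions came from the strongest peaks, which limits the range of fold enrichments. The exception, *egln3*, had the lowest score (118) and the lowest ChIP-qPCR fold change in *vhl* (5.71) of the 21. The correlation with the score was not recomputed without it.

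The peak numbers in Additional file 7 run 4 ahead of the order of the deposited wild-type list for all 42 peaks, and the paper's discussion counts 1284 wild-type peaks where the deposited list holds 1280.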
